# A systematic genomic screen implicates nucleocytoplasmic transport and membrane growth in nuclear size control

**DOI:** 10.1371/journal.pgen.1006767

**Published:** 2017-05-18

**Authors:** Kazunori Kume, Helena Cantwell, Frank R. Neumann, Andrew W. Jones, Ambrosius P. Snijders, Paul Nurse

## Abstract

How cells control the overall size and growth of membrane-bound organelles is an important unanswered question of cell biology. Fission yeast cells maintain a nuclear size proportional to cellular size, resulting in a constant ratio between nuclear and cellular volumes (N/C ratio). We have conducted a genome-wide visual screen of a fission yeast gene deletion collection for viable mutants altered in their N/C ratio, and have found that defects in both nucleocytoplasmic mRNA transport and lipid synthesis alter the N/C ratio. Perturbing nuclear mRNA export results in accumulation of both mRNA and protein within the nucleus, and leads to an increase in the N/C ratio which is dependent on new membrane synthesis. Disruption of lipid synthesis dysregulates nuclear membrane growth and results in an enlarged N/C ratio. We propose that both properly regulated nucleocytoplasmic transport and nuclear membrane growth are central to the control of nuclear growth and size.

## Author summary

Membrane-bound organelles are maintained at a size proportional to cell size during cell growth and division. How this is achieved is a little-understood area of cell biology. The nucleus is generally present in single copy within a cell and provides a useful model to study overall membrane-bound organelle growth and organelle size homeostasis. Previous mechanistic studies of nuclear size control have been limited to cell-free nuclear assembly systems. Here, we screened a near genome-wide fission yeast gene deletion collection for mutants exhibiting aberrant nuclear size, to identify, more systematically, components involved in nuclear size control. Roles for protein complexes previously implicated in nuclear mRNA export and membrane synthesis were identified. Molecular and genetic analysis of mRNA nuclear export gene mutant cells with enlarged nuclear size revealed that general accumulation of nuclear content, including bulk mRNA and proteins, accompanies the nuclear size increase which is dependent on new membrane synthesis. We propose that properly regulated nucleocytoplasmic transport and nuclear envelope expansion are critical for appropriate nuclear size control in growing cells.

## Introduction

Much is known about the molecular mechanisms that underpin membrane trafficking and local membrane growth in eukaryotic cells [1], but how membrane-bound organelles determine their overall growth rate and maintain an appropriate size is not well understood. The simple shape of the nucleus, and the fact that it is generally present in single copy within a cell, makes it a useful model to study overall membrane-bounded organelle growth and organelle size homeostasis. Work in algae and sea urchin embryos led Hertwig in 1903 to propose that there is a constant karyoplasmic ratio characteristic of cells [2]; since then nuclear size has been reported to correlate with cell size across a range of cell types and species [2,3]. Budding and fission yeasts exhibit a nuclear size proportional to cell size, resulting in a constant ratio of nuclear and cellular volumes (N/C ratio) [4,5]. In fission yeast the N/C ratio remains constant throughout the cell cycle, and no increase in the ratio is observed during or after S phase; even a 16-fold increase in nuclear DNA content does not affect N/C ratio [5]. These results indicate that, contrary to the generally accepted view, nuclear size is not directly determined by nuclear DNA content. Increases in ploidy do result in enlarged nuclei but this occurs indirectly, via an increase in cell volume which results in an increase in nuclear size [5]. Study of multi-nucleated cells with nuclei that are unevenly distributed throughout the cell revealed that the volume of each nucleus is proportional to that of its surrounding cytoplasm [5]. Results of an *in vitro* study of *Xenopus* egg extracts demonstrated that the available space surrounding a nucleus determines nuclear expansion rate [6], consistent with the fission yeast results. Cytoplasmic effects on nuclear size were also observed when erythrocyte nuclei injected into the cytoplasm of larger HeLa cells were found to grow in size [7]. Similarly, HeLa nuclei increased in volume when injected into the cytoplasm of *X*. *laevis* oocytes [8].

These experiments indicate that nuclear size is determined by the overall size of the cell, and that the cytoplasmic content immediately surrounding a particular nucleus is important for determining its size. However, these studies have given no insight into the molecular mechanisms that control nuclear growth and nuclear size homeostasis. An important contribution to molecular mechanism was provided by Levy and Heald [9]. These authors studied nuclear assembly around exogenous DNA added to egg extracts from two species of *Xenopus*: *X*. *laevis*, with large nuclei, and *X*. *tropicalis*, with small nuclei. A GFP-NLS (nuclear localisation signal) fusion protein was found to be accumulated at a faster rate into nuclei assembled in extracts from *X*. *laevis*. The authors concluded that nuclear transport was key to establishing the differing nuclear sizes assembled *in vitro* in the egg extracts. The transport factor Impα2 (an importin) was found to be at a higher level in *X*. *laevis* extracts than in *X*. *tropicalis* extracts whereas the transport factor Ntf2 was found to have an inverse relationship. Increasing the level of Impα2 increased the size of the *in vitro* assembled nuclei and overexpression of Impα2 increased nuclear size in embryonic cells. Addition of Lamin B3, a cargo of Impα2, to extracts also increased the size of the nuclei assembled *in vitro*. This study led the authors to propose that Lamin B3, transported by Impα2 into the nucleus, plays a key role in determining nuclear size. A further study reported that total lamin concentration, rather than the level of a specific lamin, affects the size of nuclei assembled in *X*. *laevis* egg extracts as well as in *Xenopus* embryos and mammalian tissue culture cells, though different lamin concentrations have different effects in different cell types and developmental stages, sometimes increasing the lamin level increased nuclear size and sometimes decreased it [10].

Fission yeast cells lack lamins yet display nuclear size control [5], suggesting that there are other key players in nuclear size control that have not, as yet, been identified. To identify, more systematically, other proteins involved in controlling nuclear growth and nuclear size homeostasis, we have carried out a genetic screen to identify genes that when deleted alter the N/C ratio of growing fission yeast cells, and so are candidates for playing roles in nuclear size control. Our screen has identified new factors as having roles in this control, and our studies have led us to conclude that nucleocytoplasmic transport of both RNA and protein and nuclear membrane growth contribute to the overall control of nuclear growth and nuclear size homeostasis in growing cells.

## Results

### Screen for N/C ratio mutants

To identify genes involved in nuclear size control, we carried out a screen for fission yeast mutants exhibiting an abnormal N/C ratio. We screened a gene deletion collection consisting of 2,969 viable deletion mutants representing approximately 80% of *S*. *pombe* viable haploid gene deletion strains [11]. The screen was carried out in three stages (Fig 1A). A visual screen was carried out on solid agar, examining growing cells on the edges of colonies, using the lipophilic fluorescent dye DiOC_6_ [12] to visualise nuclear and cellular membranes; 366 strains were identified as potentially having N/C ratios greater or smaller than wild type. In a second stage, these potential N/C ratio mutants were visually screened with DiOC_6_ during steady state growth in liquid media; 97 potential N/C ratio mutants were retained. In a third stage a nuclear membrane marker Cut11-GFP was introduced into cells, and imaging was carried out during steady state growth in liquid media. Cut11 is a transmembrane nuclear pore complex protein orthologous to *H*. *sapiens* and *S*. *cerevisiae* NDC1. N/C ratios were determined as described previously [5]. We identified 14 gene deletion strains that displayed a N/C ratio at least 15% higher than that of wild type cells (Fig 1B, S1 Table); four of these, *mlo3*, *caf1*, *dss1* and *trm112* (Fig 1C), exhibited a N/C ratio greater than 0.100, which was more than 25% higher than the wild type value of 0.081. No strains with a N/C ratio significantly smaller than wild type were identified.

**Fig 1:**
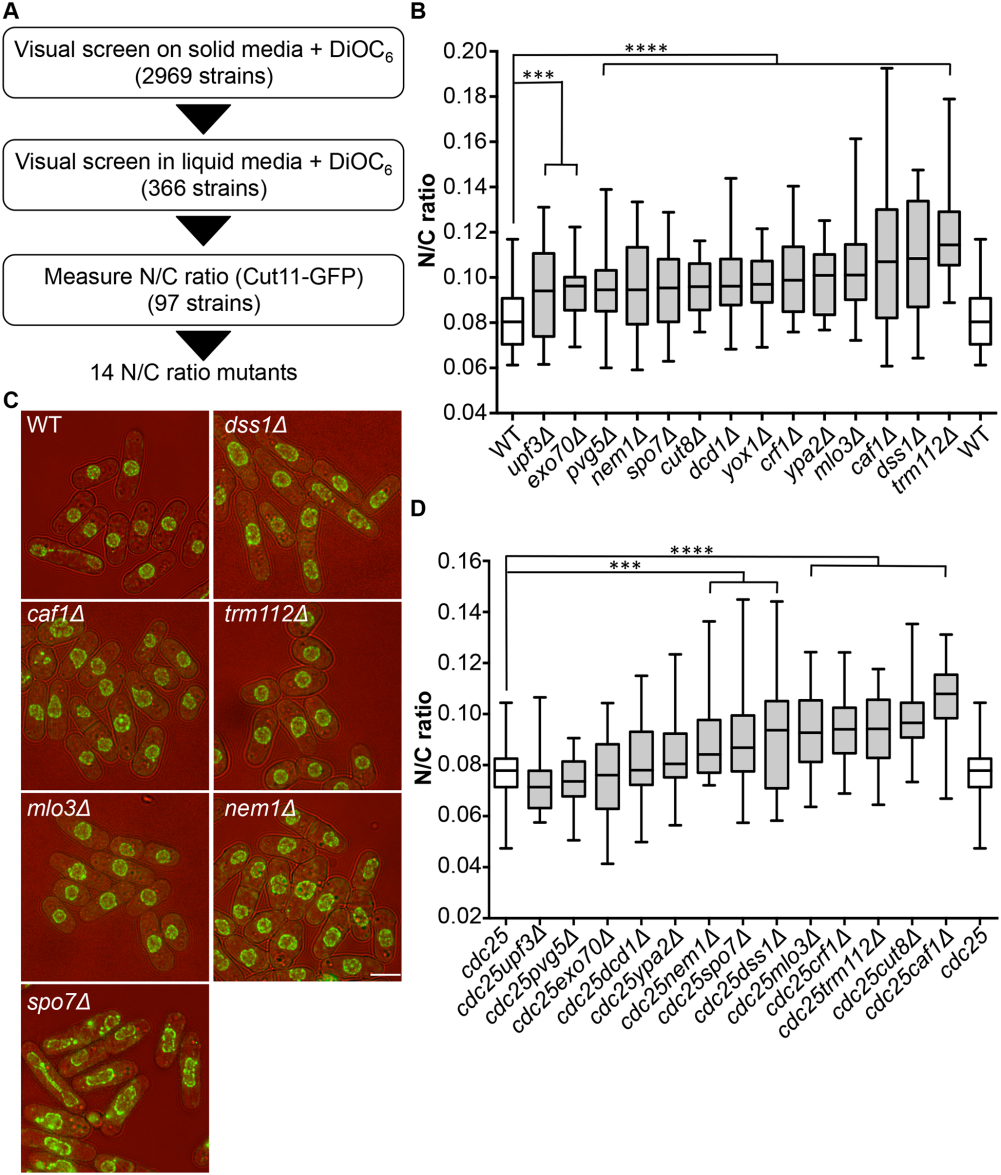
Identification of N/C ratio mutants. (a) Screen schematic. (b) N/C ratio of wild type and 14 gene deletion strains identified as having an increased N/C ratio (25°C, n>30). (c) Cell (brightfield) and nuclear envelope (Cut11-GFP) of wild type, *dss1Δ*, *caf1Δ*, *mlo3Δ*, *trm112Δ*, *nem1Δ* and *spo7Δ* cells (25°C). (d) N/C ratio of *cdc25-22* and double mutant (*cdc25-22* and candidate gene indicated) cells (36°C, 3h, n>30). *Cdc25-22yox1Δ* cells were not tested due to synthetic lethality. ***P<0.001, ****P<0.0001. Scale bar: 5 μm.

Mutants could generate aberrant N/C ratios as a consequence of asymmetric nuclear division instead of an interphase nuclear size control defect. If this were the case the N/C ratio would be expected to correct if cells grew for an extended time in interphase. We used the cell cycle mutant *cdc25-22* to arrest cells in interphase, and then measured the N/C ratio (Fig 1D, S1 Table). Eight mutants still exhibited significantly aberrant N/C ratios during interphase arrest; these eight mutants carried deletions of the *caf1*, *crf1*, *cut8*, *dss1*, *nem1*, *mlo3*, *spo7* and *trm112* genes, and included the four gene deletions noted above with the strongest phenotypes in normal exponentially growing cells (Fig 1B). In addition to an increased N/C ratio, two of the candidate mutants, *nem1Δ* and *spo7Δ*, exhibited nuclear shape defects (Fig 1C). Strikingly, this unbiased screen independently identified two components of two complexes, Dss1-Mlo3 and Nem1-Spo7, which are involved in mRNA export from the nucleus and membrane synthesis respectively [13,14].

### mRNA export and N/C ratio control

The mRNA export factor Dss1 and the RNA binding protein Mlo3 (orthologous to *S*. *cerevisiae* YRA1 and *H*. *sapiens* ALYREF) are components of a complex implicated in nuclear mRNA export [13]. To investigate this further we looked at other components of the complex. A third component of the complex, Rae1, targets the Dss1-Mlo3 mRNP to the nuclear pore [13]. The *rae1* gene is essential so was not included in our screen of viable strains. To assess the N/C ratio phenotype of cells lacking Rae1 function we used the temperature-sensitive mutant *rae1-167*. *Rae1-167* cells have been reported to accumulate poly(A)+RNA in the nucleus when shifted to the restrictive temperature [15], and we confirmed that poly(A)+RNA accumulates in the nucleus after shift from 25°C to 36°C; this accumulation occurs rapidly, beginning within 15 minutes of temperature shift (S1A Fig). At 25°C, the N/C ratio of this strain was similar to that of wild type (0.080), but after incubation at 36°C for 4 hours the N/C ratio increased by more than 50% to 0.125–0.135, values greater than those of any of the viable gene deletion strains identified in our screen (Fig 2A and 2B, S2 Table). Given this more extreme effect we focused our studies on *rae1-167*. A N/C ratio increase was detectable within 1 hour of the temperature shift, and became maximal an hour later (Fig 2C). This N/C ratio increase was caused by an increased nuclear growth rate, which was approximately twice that required to maintain a constant N/C ratio (Fig 2D). To determine whether this increase in the N/C ratio caused by inhibiting mRNA export required continued RNA synthesis, we treated cells with 15 μg/ml thiolutin which completely blocks RNA synthesis in wild type cells [16,17]. Although thiolutin treatment did not affect the N/C ratio of wild type cells, the treatment suppressed the increase of N/C ratio observed in *rae1-167* cells following temperature shift (Fig 2A and 2B, S2 Table). These results indicate that defects in mRNA export can change the N/C ratio, and that this change requires continued RNA synthesis.

**Fig 2:**
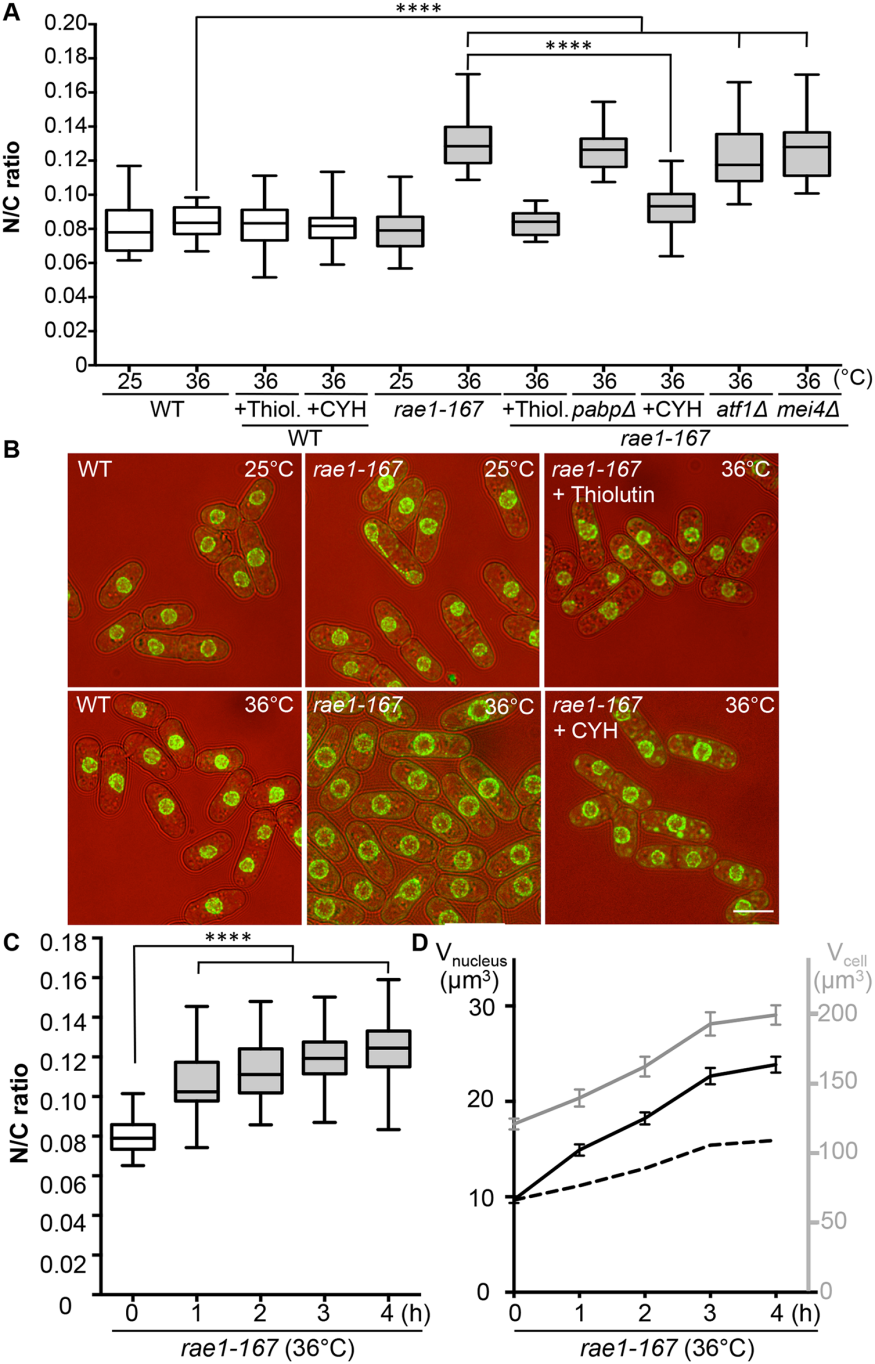
N/C ratio of *rae1-167* mutant cells. (a) N/C ratio of wild type, wild type + thiolutin (15 μg/ml) (Thiol.), wild type + cycloheximide (100 μg/ml) (CYH), *rae1-167*, *rae1-167pabpΔ*, *rae1-167atf1Δ*, *rae1-167mei4Δ*, *rae1-167* + thiolutin (15 μg/ml) (Thiol.) and *rae1-167* + cycloheximide (100 μg/ml) (CYH) cells in YE4S (25°C or 36°C, 4h, n>30). (b) Cell (brightfield) and nuclear envelope (Cut11-GFP) of indicated strains (36°C, 4h). (c) N/C ratio of *rae1-167* mutant (36°C, n>30). This phenotype is not observed in all temperature sensitive mutants; neither *cdc25-22* (Fig 1D) nor *cut6-621* (Fig 4A) temperature sensitive mutant cells show this phenotype following shift to 36°C for 4h. (d) Average cell volume (grey) and nuclear volume (black) of *rae1-167* cells (36°C). Dotted line represents nuclear volume required to maintain wild type N/C ratio of 0.08. ****P<0.0001. Scale bar: 5 μm.

### Protein transport and N/C ratio control

In addition to nuclear poly(A)+RNA accumulation, at 36°C *rae1-167* cells exhibit nuclear accumulation of poly(A)-binding protein (Pabp) which shuttles between the nucleus and the cytoplasm in wild type cells (S1B Fig) [18]. Pabp-GFP accumulated in the nucleus within 1 hour of temperature shift in 100% of *rae1-167* cells (S1C and S1D Fig). However, deletion of the *pabp* gene did not significantly suppress the high N/C ratio of *rae1-167* cells, so accumulation of Pabp is not sufficient to cause the N/C ratio increase (Fig 2A, S2 Table). To assess whether proteins more generally accumulated in the nuclei of *rae1-167* cells, we used the fluorescent protein-staining dye fluorescein isothiocyanate (FITC). DAPI staining was used to identify nuclei, and nuclei of *rae1-167* cells appear to show reduced compaction of chromatin following shift to the restrictive temperature (Fig 3A). Proteins were uniformly distributed throughout nuclei and cytoplasms of both wild type and *rae1-167* cells at 25°C. Within 30 minutes of shift to 36°C, *rae1-167* cells exhibited significant nuclear protein accumulation, in contrast to temperature shifted wild type cells which still had a uniform protein distribution between the nucleus and the cytoplasm (Fig 3A and 3B). This result suggested protein accumulation following mRNA export inhibition also contributes to the N/C ratio increase observed, consistent with previous observations in which prolonged inhibition of nuclear export of proteins by Leptomycin B (LMB), an inhibitor of exportin Crm1 [19], increased the N/C ratio [5]. To investigate this possibility further we tested whether the N/C ratio increase following mRNA export inhibition requires continued protein synthesis by treating cells with 100 μg/ml cycloheximide (CYH) which inhibits protein synthesis [20]. Although CYH treatment did not affect the N/C ratio of wild type cells, the treatment largely suppressed the high N/C ratio observed in *rae1-167* cells following shift to 36°C (Fig 2A and 2B, S2 Table). This result indicates that continued protein synthesis is required for the N/C ratio increase in these cells.

**Fig 3:**
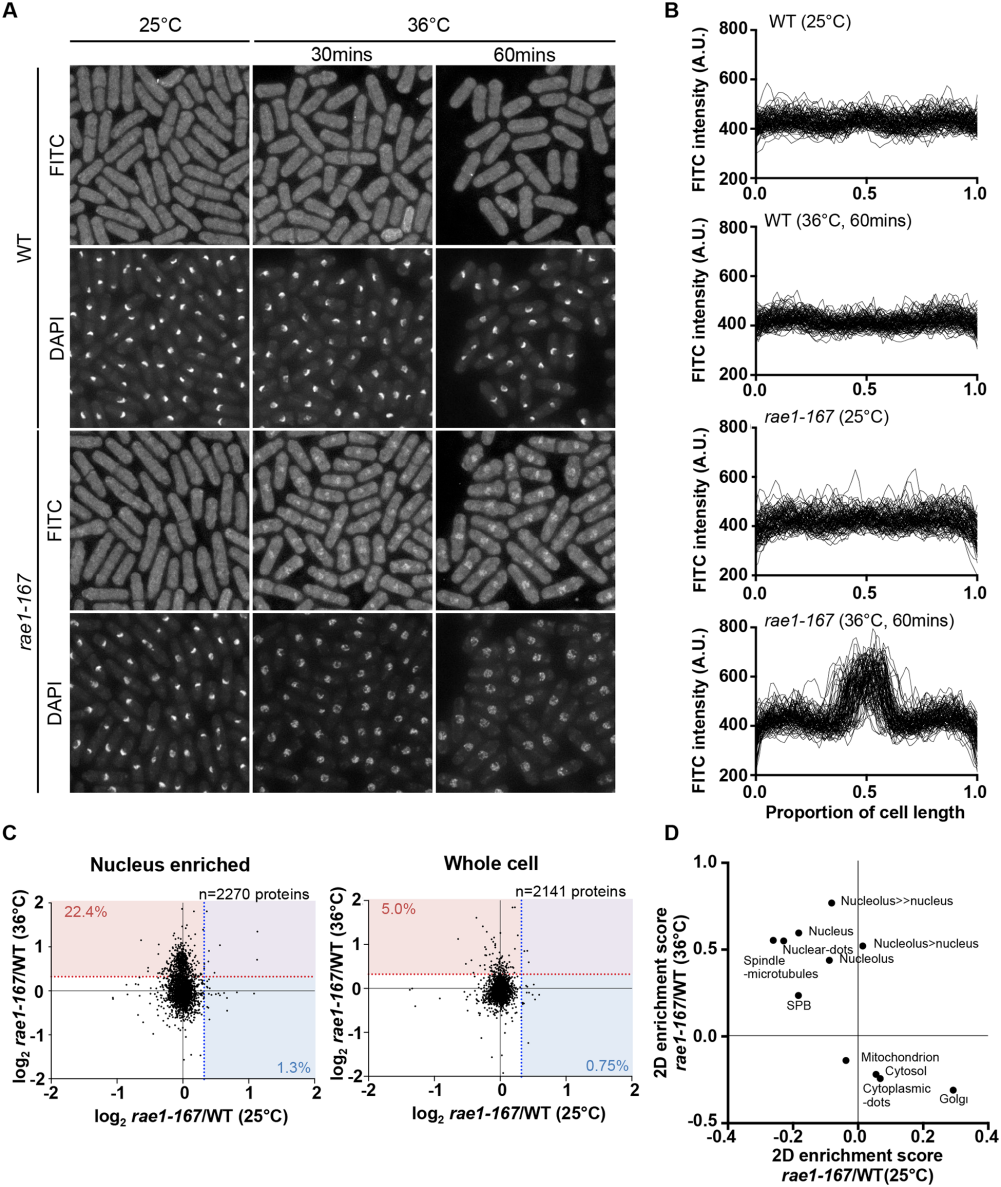
*Rae1-167* cells accumulate protein in the nucleus. (a) Protein distribution in wild type and *rae1-167* cells (25°C or 36°C, 30 mins or 60 mins) stained with FITC. (b) Quantification of FITC fluorescence distribution along the long cell axis, normalised by cell length, in wild type (WT) and *rae1-167* cells (25°C or 36°C, 60 mins, n = 100). (c) SILAC mass spectrometry analysis. log_2_ transformed *rae1*/WT ratios for individual proteins at 25°C and 36°C in nucleus enriched and whole cell samples. Dotted lines represent 25% higher protein level in *rae1-167* than WT, and values represent percentage of proteins exceeding this, at 36°C (red) and 25°C (blue). (d) 2D enrichment analysis of nucleus enriched samples in (c).

### Characterisation of nuclear content in *rae1-167* cells

We next tested whether it was general bulk protein and mRNA accumulation or accumulation of a smaller number of specific proteins and mRNAs which was taking place during nuclear enlargement. We characterised the protein and mRNA content of *rae1-167* nuclei at the level of individual proteins and mRNAs using SILAC mass spectrometry and microarray analysis respectively.

To identify proteins accumulated in *rae1-167* nuclei with an enlarged N/C ratio, we compared the protein content of wild type and *rae1-167* nuclei. We enriched for nuclei to allow detection of low abundance nuclear proteins that may not be detected in whole cell samples. We confirmed that nuclear enriched samples were enriched for nuclear-localised and depleted for cytosol-localised proteins (P<0.02) (S3 Table). When we compared the protein content of nuclear enriched samples, there was an increase in a subset of proteins in *rae1-167* relative to wild type at the restrictive temperature, that was not observed at the permissive temperature. 22.4% of proteins detected at 36°C (509/2270 proteins detected), in contrast to only 1.3% at 25°C (30/2270 proteins detected), were present in the *rae1-167* nucleus enriched sample at a level at least 25% higher than in wild type (Fig 3C). Proteins found at this level at 36°C and not at 25°C are listed in S4 Table. To examine what classes of proteins were enriched in *rae1-167* nuclei we carried out 2D enrichment analysis [21]. The proteins enriched in *rae1-167* nuclei relative to wild type nuclei at 36°C and not at 25°C showed significant enrichment of proteins reported to be localised to the nucleus and subnuclear structures in *S*. *pombe* [19] (Fig 3D). Enrichment of specific gene ontology (GO) categories is shown in S2 Fig; nucleic acid binding proteins were enriched in proteins increased in *rae1-167* nuclei relative to wild type nuclei at 36°C and not at 25°C. Therefore, our analysis suggests that bulk accumulation of many different proteins localised to the nucleus is taking place in *rae1-167* nuclei when the N/C ratio is enlarged, rather than accumulation of a few specific proteins.

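Levels of individual mRNAs were measured in *rae1-167* cells, which carry a temperature-sensitive allele of the mRNA export factor gene *rae1*. Cells in YE4S at 25°C were compared with cells at 36°C for 1 h, with 3 independent experiments at each temperature and 1 array per sample, 6 arrays in all. Arrays of wild type cells were not analysed here. The arrays (GeneChip Yeast Genome 2.0) carry probe sets of both *S. pombe* and *S. cerevisiae*. The authors derived 1 signal intensity per probe set with GCOS v1.4, using default settings and global scaling, and the deposited values are on a linear scale. Of 10928 probe sets, 2917 carried the name of 1 *S. pombe* gene, 20 named several *S. pombe* genes, 2601 named *S. cerevisiae* genes, 213 were controls and 5177 had no gene name in the annotation table used here. After probe sets of the same gene were averaged, 2919 features were tested, of which 2899 were single genes. The median *S. pombe* signal was 1934, 2425 and 2605 on the 25°C arrays and 1145, 1389 and 1576 on the 36°C arrays. The *S. cerevisiae* probe sets served as background, and their 90th percentile lay between 14.0 and 21.3 on the 6 arrays. The bacterial BioB controls, added to the hybridisation mixture, differed between the temperatures by a log2 value of 0.06 (pooled SD 0.06), 36°C minus 25°C. The log2 ratio of 5′ to 3′ probe sets, a sign of RNA quality, was lower at 36°C on every array for 3 of 7 protein-coding control genes. The difference, 36°C minus 25°C, was -1.43 for *srb4*, -0.61 for SPCC338.15 and -0.33 for *ura4*, and it was -0.16 for *gpd3*, -0.03 for *act1*, 0.17 for *rip1* and 0.12 for *tfIID*. Temperatures were compared with limma on log2 of the deposited signal, with Benjamini-Hochberg adjustment over the 2919 features and no further scaling. The number of arrays limits the precision.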

We next investigated the steady-state levels of individual mRNA transcripts by microarray analysis to assess whether the accumulation observed is of a few specific mRNAs or bulk accumulation of many mRNAs. Levels of 888 mRNAs were increased at least 2-fold in *rae1-167* cells at 36°C relative to 25°C (S5 Table). These included mRNA transcripts of 106 common environmental stress response (CESR) genes [22] and 64 meiotic genes [23]. 

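The largest increase at 36°C was that of *mei3* (SPBC119.04), which encodes an inhibitor of the Pat1 kinase and triggers meiosis. Its signal was 27.9 ± 10.5 (SD, n = 3 arrays) at 25°C and 5726 ± 1641 at 36°C, a log2 fold change of 7.72 (SE 0.38, adjusted p = 2.5e-05 from limma), and 1 of the 25°C arrays was not above background. The signal of *pcm2* (SPAC869.08) was 50.1 ± 9.55 at 25°C and 6272 ± 127 at 36°C, a log2 fold change of 6.99 (SE 0.16, adjusted p = 8.0e-06 from limma). Other genes among the 10 largest increases were *rec8* (meiotic cohesin), with a log2 fold change of 5.03, and *mek1* (meiotic checkpoint kinase) with 4.89. The 25°C signal of *rec8*, 14.6 ± 3.91, was above background on only 1 array, so its fold is uncertain. Also among these 10 were *arp1* with 5.58, *mfc1* with 5.43, *lsd90* with 5.07 and *mug8* with 4.84. The signals of *mug96* and *atf21*, a meiotic transcription factor gene, were at background at 25°C, and these mRNAs were at least 21.1-fold and 16.9-fold higher at 36°C. The largest decreases included *esf1* (-4.98), *ebp2* (-4.63) and *bms1* (-4.46), which act in ribosome biogenesis, the splicing factor genes *saf1* (-5.30) and *snu66* (-4.47), and *fcp1* (-4.39), which encodes a phosphatase of RNA polymerase II. The 36°C signal of *saf1*, 12.9 ± 9.07, lay near background. Also among the 10 largest decreases were *aah2* (-4.81), *nse1* (-4.71) and *tit1* (-4.29). The signal of *pcm1*, the mRNA cap methyltransferase gene, was 1155 ± 73.1 at 25°C and 37.9 ± 2.25 at 36°C, a log2 fold change of -4.93 (SE 0.11, adjusted p = 8.0e-06 from limma).
By the mean of the 3 ratios of 36°C to 25°C, 228 named features reached a ratio of 2, and 221 of them are in S5 Table. Of the unnamed probe sets, 277 of the 2174 above background on all 36°C arrays did so too. By the ratio of mean signals, 226 named features reached a ratio of 2, and 219 of them are in S5 Table. A named probe set was found for 446 of the genes in S5 Table and none for 442. Of these 446 genes, 338 were higher at an adjusted p under 0.05 from limma, 108 did not pass the test, and 0 were lower, none having a ratio of mean signals below 1. For 443 of them the ratio in S5 Table was within 1% of 1.54 times the ratio of mean deposited signals. The list was thus picked from these same arrays, which fixed the absence of lower genes in advance. Among all 2919 features, 354 were higher, 1514 were lower and 1051 did not pass the test, with 212 at least 2-fold higher and 1163 at least 2-fold lower. The median feature had a log2 fold change of -0.66. After each array was centred on its median, 1154 features were higher and 1007 lower, and after quantile normalization 883 were higher and 990 lower. Of the 1163 features, 648 were also at least 2-fold lower after centring, which raises all log2 fold changes, and 561 after quantile normalization. Scaling to the spike-in controls, which lowers them slightly, kept 199 of the 212 at least 2-fold higher. The 5′ to 3′ signal of *srb4*, SPCC338.15 and *ura4* was also lower on every 36°C array, but that of *gpd3*, *act1*, *rip1* and *tfIID* was not.

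**Figure D1:**
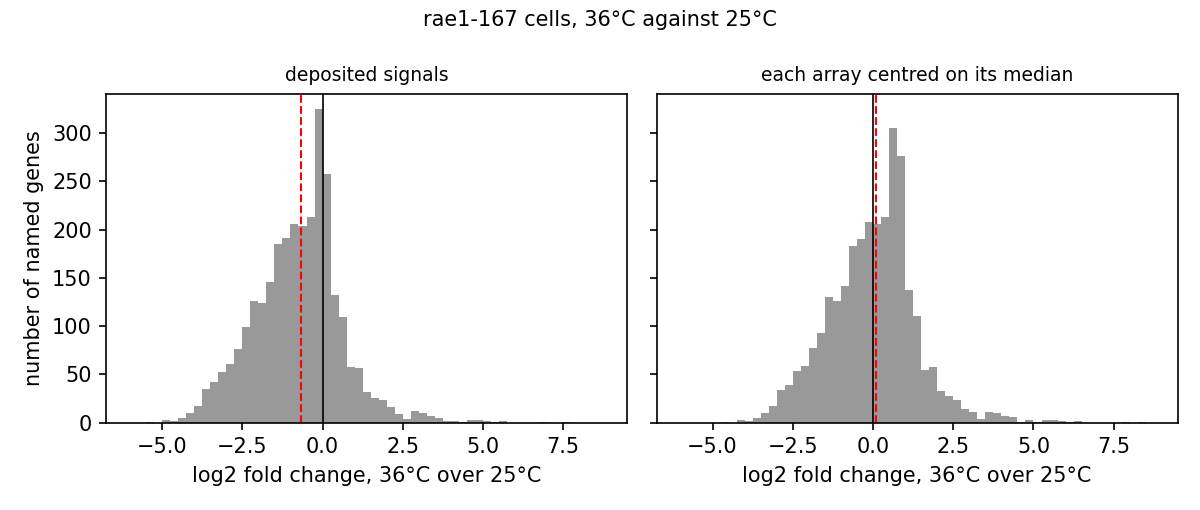
Number of named genes (vertical axis) by log2 fold change of 36°C over 25°C in *rae1-167* cells (horizontal axis), from the deposited signals on the left and after each array was centred on its median on the right. The solid line marks 0 and the dashed line the median gene, which lies below 0 on the left and slightly above it on the right.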

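More stress response and early meiotic genes rose than fell at 36°C. From these arrays alone, which hold no wild type cells, an effect of the temperature shift cannot be told apart from one of the mutation. The gene groups used here were listed from general knowledge and are not the groups counted in the paper. Of 28 measured genes of the environmental stress response, 14 rose, 2 fell and 12 did not pass the test (14 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 0.79, and after each array was centred on its median 26 were higher and 1 lower. Relative to all other genes the group was higher (adjusted p = 6.3e-10 from camera, adjusted p = 0.81 with an estimated correlation). The increases included *pyp2*, a phosphatase of the stress MAP kinase, with a log2 fold change of 3.69 (SE 0.26), and the metallothionein gene *zym1* with 3.36 (SE 0.11). The genes that fell, picked after their values were seen, were *trx2* (-1.68) and *dak2* (-0.80). The signal of *atf1*, the transcription factor of this response, was 2202 ± 559 (SD, n = 3) at 25°C and 5166 ± 998 at 36°C.
Of 19 heat shock chaperone genes, 4 rose, 0 fell and 15 did not pass limma's test (1 lower at an unadjusted p under 0.05, and the same counts of 4 and 0 adjusted over the list alone). Of the 19, 14 had a signal above 10000 on at least 1 array, near the top of the scale, so the genes that did not pass are not shown to be unchanged. The genes that rose were the Hsp70 gene *ssa1* (3.00), *psi1* (2.12), *cdc37* (1.01) and, picked after its value was seen, *hsp16* (0.72, also on the stress list). Their set test gave an adjusted p = 4.0e-04 from camera, and an adjusted p = 0.81 with an estimated correlation. With the replicate number as a block 5 chaperone genes were higher and 3 lower, and 16 were higher and 0 lower after centring and 7 and 0 after quantile normalization.
Of 28 early meiotic genes and targets of meiotic RNA elimination, 18 rose, 3 fell and 7 did not pass the test, and the counts adjusted over the list alone were the same (23 higher and 1 lower after centring). The median log2 fold change was 2.14, or 1.82 with genes at background set to their bounds, and 2 members, *moa1* and *rec7*, picked after their values were seen, were at background at both temperatures. Of these, *moa1* (3.53) is counted among the 18, although its rise lies within background. The group was higher than other genes (adjusted p = 3.9e-12 from camera, adjusted p = 0.34 with an estimated correlation). The signal of *mei4*, the transcription factor of the middle meiotic genes, was 58.4 ± 6.51 (SD, n = 3) at 25°C and 485 ± 83.5 at 36°C, a log2 fold change of 3.04 (SE 0.17). The genes that fell, picked after their values were seen, were *rec14* (-2.76), *mei2* (-0.70) and *rec10* (-0.54).
Of 32 middle and late meiotic and spore formation genes, 9 rose, 12 fell and 11 did not pass the test, and the counts adjusted over the list alone were the same. The increases included *isp3* (4.57) and *rsv2* (3.56), and the decreases included, picked after their values were seen, *spo15* (-3.01) and *bgs2* (-2.89). The median was -0.59, or -0.38 with bounds, and it was 0.29 after quantile normalization and 0.17 after centring on the median, where 15 genes were higher and 7 lower. Camera, which compares a group with the other features, placed the group above them (adjusted p = 0.037). The median of all features was -0.66. The group did not pass camera with the replicate number as a block (adjusted p = 0.061) or with an estimated correlation (adjusted p = 0.81). Of 26 mating and pheromone genes, 11 rose, 12 fell and 3 did not pass the test, and the counts adjusted over the list alone were the same. The pheromone precursor genes *mfm3* (4.04) and *mfm2* (-2.77) moved apart, but are uncertain because they have near-identical copies, and the oligopeptide transporter gene *isp4* fell (-2.38). The median of this group was -0.27 (1.00 after quantile normalization and 0.50 after centring on the median, where 13 genes were higher and 8 lower). Camera again placed the group above other genes (adjusted p = 0.042, adjusted p = 0.81 with an estimated correlation). Alongside these groups, the 5′ to 3′ signal was lower on every 36°C array for the 3 control genes *srb4*, SPCC338.15 and *ura4*, but not for *gpd3*, *act1*, *rip1* and *tfIID*.

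**Figure D2:**
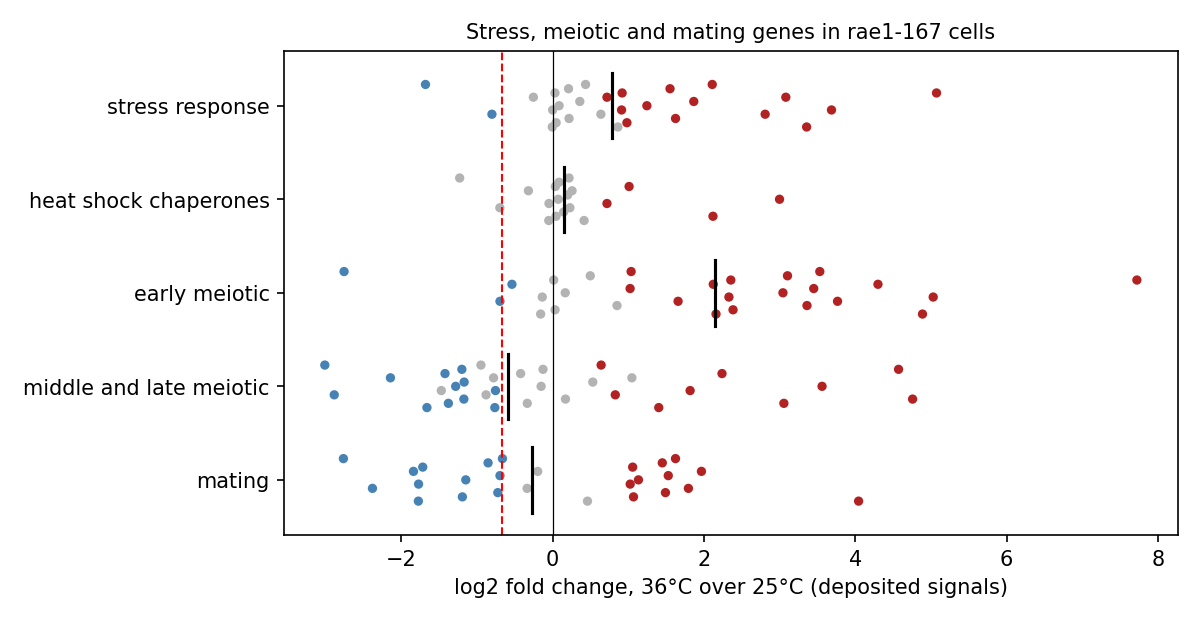
Log2 fold change of 36°C over 25°C in *rae1-167* cells (horizontal axis) of each measured gene in the named groups, from the deposited signals. Red points rose, blue points fell and grey points did not pass limma's test, black bars mark group medians (2.14 for early meiotic genes), and the dashed line marks the median named gene. The medians of the middle and late meiotic and mating groups lie below 0 here and above 0 after centring on the median or quantile normalization.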

To examine whether increased expression of either of these specific groups of genes causes the N/C ratio enlargement observed in *rae1-167* cells, we used the transcription factor mutants, *atf1Δ* and *mei4Δ*, which are respectively defective in induction of most CESR genes and of the middle meiotic genes [22,24]. Deletion of neither *atf1* nor *mei4* suppressed the high N/C ratio of *rae1-167* cells (Fig 2A, S2 Table), indicating that specific transcription-driven increases of CESR gene or middle meiotic gene mRNAs are not the cause of the increased N/C ratio of *rae1-167* cells. It is possible that retaining mRNAs in the nucleus could affect their stability; in this situation increased levels of these specific groups of mRNAs could be causative of the nuclear size increase because *atf1Δ* and *mei4Δ* mutants would be unlikely to affect their steady state level. Taken together, our mass spectrometry and microarray analyses indicate that general bulk accumulation of a large number of proteins and mRNAs occurs in *rae1-167* cells when an N/C ratio increase is observed, and that many of these proteins are normally localised in the nucleus.

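Most measured genes of ribosome biogenesis, splicing and RNA polymerases I and III fell at 36°C, whereas most ribosomal protein and histone genes, whose signals lie near the top of the scale, did not pass the test and were higher after centring on the median but not after quantile normalization. Of 48 measured ribosome biogenesis genes, 39 fell, 1 rose and 8 did not pass limma's test (40 and 1 adjusted over the list alone). The median log2 fold change was -1.43, with *spb1* at -4.15 (SE 0.30), and *dbp2*, picked after its value was seen, rose (0.45). The group was lower than other genes (adjusted p = 7.3e-04 from camera, adjusted p = 0.81 with an estimated correlation). Of 59 splicing factor genes, 50 fell, 2 rose and 7 did not pass the test (52 and 2 adjusted over the list alone), with a median of -1.66. Examples are *prp3* (-3.87), *sap145* (-3.70) and *cdc5* (-3.62), and the genes that rose, picked after their values were seen, were *cwf15* (1.82) and *prp2* (1.45). Camera gave an adjusted p = 4.0e-04 for this group, and an adjusted p = 0.81 with an estimated correlation. After each array was centred on its median, 29 ribosome biogenesis genes were lower and 6 higher, and 38 splicing factor genes were lower and 7 higher.
Of 23 genes of RNA polymerases I and III, 19 fell, 1 rose and 3 did not pass the test, as they did adjusted over the list alone. They included *rpc82* (-3.25), *rrn11* (-2.86) and *rpc25* (-2.84), and the gene that rose, picked after its value was seen, was *rpc34* (0.69). The median was -1.30, and 12 genes were lower and 3 higher after centring. Camera gave an adjusted p = 0.042, which was 0.060 with the replicate number as a block, 0.058 without replicate 1 at 25°C, and an adjusted p = 0.81 with an estimated correlation.
Of 31 genes of mRNA export and poly(A) RNA binding, 21 fell, 3 rose and 7 did not pass the test (22 and 3 adjusted over the list alone). The export factor genes *gle1* (-4.09) and *tho2* (-3.65) fell, and *nab3* rose from a signal of 956 ± 205 (SD, n = 3) to 10570.3 ± 377, a log2 fold change of 3.49. Also higher, and picked after their values were seen, were *red1* (0.88) and *thp1* (0.60), a DNA glycosylase gene outside mRNA export. Of 46 genes of nuclear pores and nuclear transport, 28 fell, 1 rose and 17 did not pass the test, in both adjustments, with *nup146* at -3.81, *nup85* at -3.26 and the tRNA export factor gene *los1* at -3.18. The gene that rose, picked after its value was seen, was *tts1* (0.44). Medians were -1.26 and -1.04, and limma's camera set neither group apart from other genes (adjusted p = 0.30 and adjusted p = 0.18). After centring, 14 mRNA export genes were lower and 9 higher, and 20 nuclear pore and transport genes were lower and 12 higher. With the replicate block 33 nuclear pore and transport genes were lower and 2 higher.
Of 118 ribosomal protein genes, 0 rose (0 also at an unadjusted p under 0.05 from limma), 14 fell and 104 did not pass the test (9 lower adjusted over the list alone), with a median of -0.01. The decreases included *rpl802* (-1.12), *rpl1603* (-1.10) and *rps1401* (-0.99), and after each array was centred on its median 105 of the group were higher and 0 lower, but after quantile normalization 2 were higher and 13 lower. Camera placed the group above other genes (adjusted p = 0.0044), all features having a median of -0.66, but not with an estimated correlation (adjusted p = 0.81). The signal of 116 of the 118 genes was above 10000 on at least 1 array. Of 11 histone genes, of which 9 had a signal above 10000, 0 rose (0 also at an unadjusted p under 0.05 from limma), 2 fell and 9 did not pass the test, in both adjustments, and 9 were higher and 1 lower after centring, but 0 and 0 by limma after quantile normalization. Those that fell were *cnp1*, the centromeric histone gene, at -1.38 (0.02 after quantile normalization), and *pht1* at -0.55 (0.22 after centring). The histone median was -0.01 and the adjusted p from camera was 0.37.
Of 30 proteasome genes, 12 fell, 3 rose and 15 did not pass the test (12 and 2 adjusted over the list alone), with *ubp6* at -3.21 and *rpt1* at -1.62, and with *swi10* (-1.61), a DNA repair gene listed there under a proteasome synonym. Those that rose, picked after their values were seen, were *rpn9* (0.34), *ump1* (0.33) and *pre3* (0.28). Of 49 lipid synthesis genes, 21 fell, 2 rose and 26 did not pass the test (20 and 2 adjusted over the list alone), with *lac1* at -3.46, *psd1* at -2.99 and *plh1* at -2.47. Those that rose were *nem1* (0.99, adjusted p up to 0.095 from limma with 1 array left out) and, picked after its value was seen, *erg32* (1.61). Centring turned both counts, to 17 higher and 5 lower for the proteasome and to 23 higher and 13 lower for lipid synthesis, but quantile normalization did not, with 5 higher and 7 lower for the proteasome and 10 higher and 14 lower for lipid synthesis. With the replicate block 4 lipid synthesis genes were higher and 26 lower. Medians were -0.23 and -0.39, and limma's camera set neither group apart from other genes (adjusted p = 0.93 and adjusted p = 0.94).
Of the 500 proteins of S4 Table, 267 were matched to a gene by name and 145 had a named probe set, 29.0% of the table, so a check of this list is void. S4 Table also compares protein in nuclear enriched samples of *rae1-167* with wild type. The arrays compare total RNA of *rae1-167* cells between the temperatures, so the measures are unlike. Of these 145 mRNAs, 102 fell, 7 rose and 36 did not pass the test (103 and 7 adjusted over the list alone), with a median of -1.38 (adjusted p = 0.0030 from camera, adjusted p = 0.81 with an estimated correlation). After centring 78 of them were lower and 30 higher, and after quantile normalization 81 and 19. The 5′ to 3′ signal of *srb4*, SPCC338.15 and *ura4* was lower at 36°C along with these groups, but that of *gpd3*, *act1*, *rip1* and *tfIID* was not lower on every 36°C array. From its mass spectrometry and microarray analyses together, the paper concludes that a large number of proteins and mRNAs accumulate in bulk in *rae1-167* cells. Separately, from the deletions of *atf1* and *mei4*, which did not suppress the high N/C ratio (Fig 2A, S2 Table), the paper reasons that increased transcription of stress response or middle meiotic genes does not account for that ratio.

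**Figure D3:**
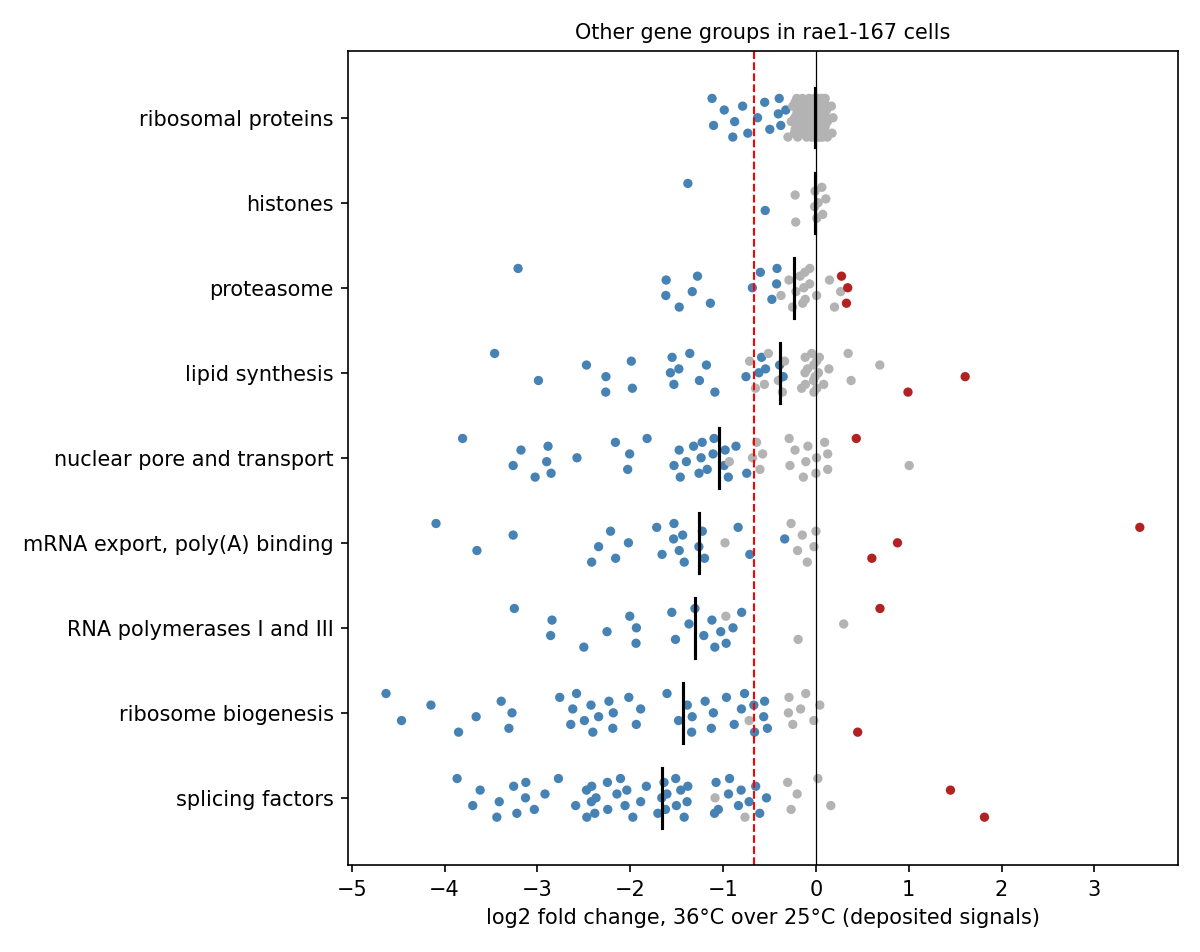
Log2 fold change of 36°C over 25°C in *rae1-167* cells (horizontal axis) of each measured gene in the named groups, from the deposited signals. Red points rose, blue points fell and grey points did not pass limma's test, black bars mark group medians (-1.66 for splicing factors), and the dashed line marks the median named gene. After each array was centred on its median, most ribosomal protein, histone and proteasome genes that passed the test were higher, but not after quantile normalization.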

### Membrane synthesis and N/C ratio control

Two more enlarged N/C ratio candidates identified in our screen were *nem1* and *spo7*. These encode the catalytic and regulatory subunits of the Nem1-Spo7 phosphatase complex, responsible for dephosphorylation and activation of Ned1, a lipin family phosphatidic acid phosphatase [14,25]. In addition to the nuclear size phenotype in these mutants, nuclear shape deformation suggestive of nuclear envelope overproliferation was also observed [26]. These observations suggest that correct regulation of lipid metabolism leading to changes in membrane synthesis plays a role in nuclear size control, and we hypothesised that the increased N/C ratio of *nem1* and *spo7* deletion mutant cells may be caused by inappropriate nuclear envelope expansion. If this is the case, then inhibition of fatty acid synthesis, which is required for membrane growth [25,26,27], should suppress the increased N/C ratio observed in these mutant cells. To test this, we used a temperature-sensitive mutant *cut6-621*, which is defective in acetyl-CoA carboxylase and impaired in fatty acid metabolism [28]. The *cut6-621* mutant blocked the increase in nuclear size of *nem1Δ* cells and suppressed the nuclear shape change (Fig 4A and 4B). There was no effect of *cut6-621* on the N/C ratio of *nem1+* cells. These results indicate that *nem1* deletion leads to overproduction of phospholipid by inactivation of Ned1, causing inappropriate expansion of the nuclear envelope resulting in a N/C ratio increase. We next investigated whether new membrane synthesis is required for nuclear enlargement in the *rae1-167* mutant, by combining the *rae1-167* and *cut6-621* mutations and measuring the N/C ratio. The N/C ratio of the double mutant is significantly lower than that of the *rae1-167* mutant following shift to 36°C (Fig 4C and 4D, S2 Table), indicating that new membrane synthesis is required for the nuclear size increase observed in *rae1-167* cells.

**Fig 4:**
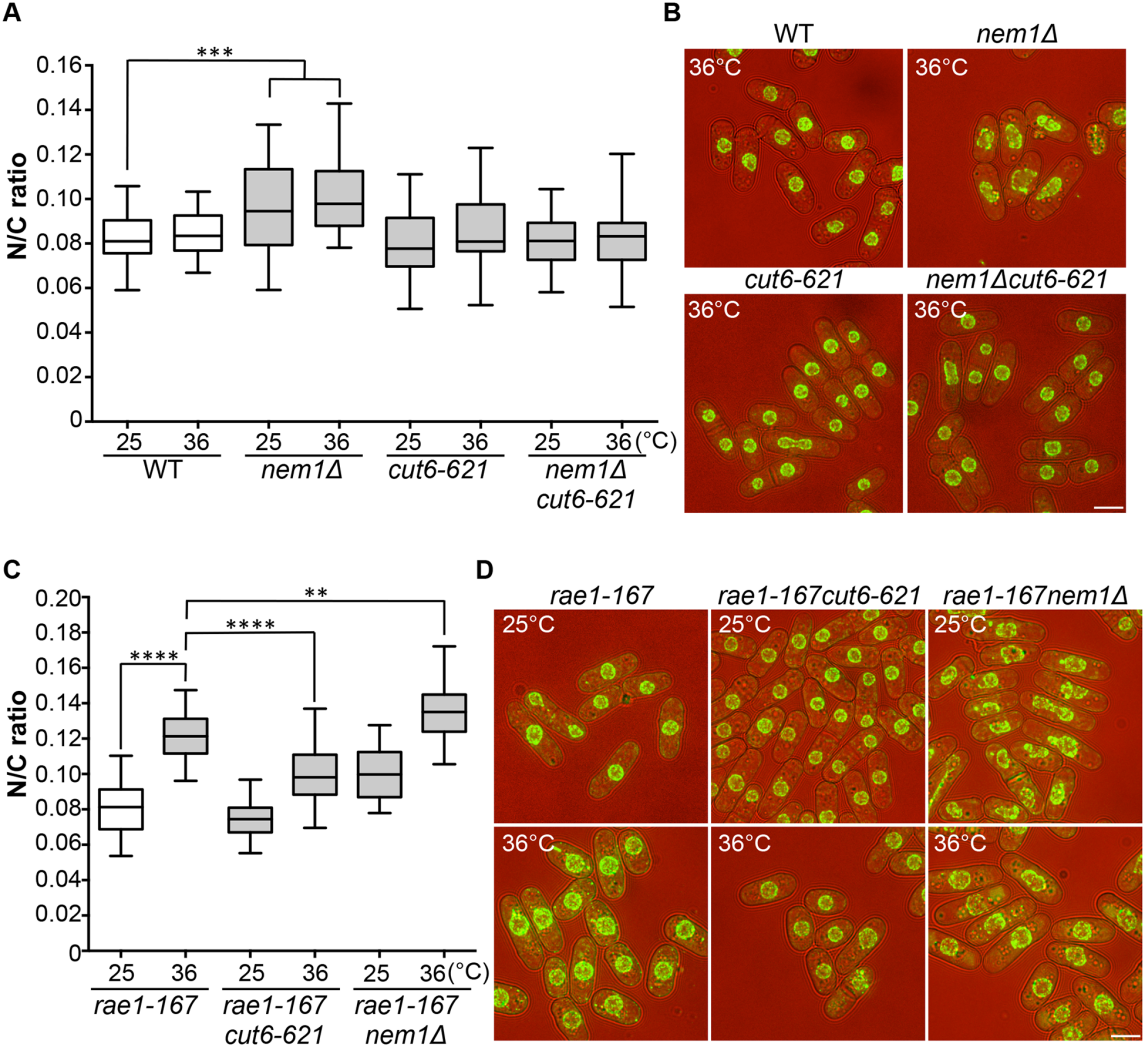
N/C ratio enlargement and nuclear membrane growth. (a) N/C ratio of wild type, *nem1Δ*, *cut6-621*, and *nem1Δcut6-621* cells (25°C, 4h 36°C, n>30). (b) Cell (brightfield) and nuclear envelope (Cut11-GFP) of the strains in (a). (c) N/C ratio of *rae1-167*, *rae1-167cut6-621* and *rae1-167nem1Δ* cells (25°C, 4h 36°C, n>30). (d) Cell (brightfield) and nuclear envelope (Cut11-GFP) of the strains in (c). **P<0.01, ***P<0.001, ****P<0.0001. Scale bar: 5 μm.

Combining the *rae1-167* mRNA export mutant with the *nem1Δ* membrane synthesis regulation mutant led to a further N/C ratio increase, greater than that observed in either single mutant (Fig 4C and 4D). This suggests that two distinct processes are implicated in nuclear size control, membrane synthesis and nucleocytoplasmic transport. The shape phenotype of the *nem1Δ* single mutant was also suppressed by the *rae1-167* mutation (Fig 4D).

## Discussion

Our screen of viable fission yeast gene deletion strains identified 8 genes that when deleted lead to an increased N/C ratio in both exponentially growing and interphase arrested cells. Significantly, among these 8 were 4 genes encoding two components of a complex involved in nuclear mRNA export (*dss1* and *mlo3*) and two components of a complex involved in lipid metabolism (*nem1* and *spo7*). We did not find any gene deletions with a N/C ratio smaller than wild type, suggesting that reduced nuclear size might be deleterious, resulting in lethality. A screen of the diploid heterozygous gene deletion collection [11] could be expected to have less severe effects and may reveal genes that have decreased N/C ratios. It is possible that the rapid growth of unicellular fission yeast cells may require rapid ribosome biogenesis, which results in a limited range of N/C ratio perturbations being viable. A screen of essential genes may identify more severe phenotypes. The four genes, *mlo3*, *caf1*, *dss1* and *trm112*, with the strongest deletion phenotypes increased the N/C ratio by 25%, an increase that was also observed in enlarged mutant cells blocked in interphase. All four genes are thought to be involved in RNA metabolism, and two of them, *dss1* and *mlo3*, encode protein components of a complex required for nuclear mRNA export. We examined a third component of this complex, Rae1, which associates with the nuclear pore. A temperature-sensitive mutant of this essential gene, *rae1-167*, showed a 50% N/C ratio increase at the restrictive temperature, an increase greater than that seen in *dss1Δ* or *mlo3Δ* cells. The 50% N/C ratio increase was the result of a doubling of nuclear growth rate, and required continued RNA and protein synthesis. Both the mRNA and protein content of the enlarged nucleus increased. Mass spectrometry and microarray analyses showed that bulk nuclear accumulation of a large number of different proteins and mRNAs, rather than accumulation of a few specific proteins and mRNAs was taking place. This suggests that general accumulation of nuclear content contributes to the N/C ratio increase observed, though it is also possible that one, or a subset, of the many accumulated proteins and mRNAs may more specifically effect the N/C ratio increase.

Membrane growth is required for the nuclear size increase of *rae1-167* cells. The *cut6-621* mutant impairs nuclear membrane growth and also prevents the *rae1-167* nuclear size increase. The importance of membrane growth for nuclear size was also shown by our identification of two lipid metabolic genes, *nem1* and *spo7*, encoding proteins that form a phosphatase complex responsible for activation of Ned1, a lipin family phosphatidic acid phosphatase [14]. Inactivation of Ned1 by either *nem1Δ* or *spo7Δ* induced nuclear envelope expansion, resulting in aberrant nuclear shapes and an increased N/C ratio. These changes were observed in cells blocked in interphase and so are not due to aberrant mitosis. These phenotypes, like the N/C ratio increase of *rae1-167* cells, were suppressed by inhibition of nuclear membrane growth by the *cut6-621* mutation. These observations are consistent with observation that a phosphomimetic mutant of Ned1 exhibits a 34% increase in nuclear surface area in interphase [14]. The *rae1-167nem1Δ* double mutant exhibited a N/C ratio increase greater than that of either single mutant, suggesting that two distinct processes are important for nuclear size control, both bulk nucleocytoplasmic transport and nuclear membrane growth.

In addition to the components of the Dss1-Mlo3 and Nem1-Spo7 complexes, our systematic screen identified four further gene deletion strains exhibiting enlarged N/C ratios. These carried deletions in *caf1*, *cut8*, *crf1* and *trm112*. *Caf1* encodes a deadenylase of the CCR4-NOT complex. The multifunctional CCR4-NOT complex has been implicated in many different areas of gene expression, both nuclear and cytosolic. These include regulation of histone modification, regulation of transcription initiation and elongation, nuclear poly(A)-RNA degradation, mRNA export, cytosolic poly(A)-RNA decay and protein turnover [29, 30]. It is possible that disruption of one or a few of these roles of the CCR4-NOT complex by *caf1* deletion could lead to nuclear poly(A)-RNA accumulation and therefore effect nuclear size increase by the same mechanisms as those in play in *rae1-167* cells. However, due to the diverse roles this complex plays, a separate mechanism is also possible. It is possible that *cut8* deletion may cause nuclear size increase by similar mechanisms to those in *rae1-167* cells as it encodes a nuclear proteasome tethering factor [31] so could affect nuclear protein levels. *Cut8* mutant cells have also been reported to accumulate poly(A)-RNA in the nucleus at the restrictive temperature suggesting a possible role in mRNA export [32]. Although we have focused on the mRNA export role of Dss1 in this study because another component of the Dss1-Mlo3 complex was also identified by our screen, it is of note that Dss1, like Cut8, has been implicated in proteasome function [33]. *Crf1* is predicted to encode a TOR-responsive transcriptional corepressor, and deletion of its *S*. *cerevisiae* orthologue perturbs repression of ribosomal protein gene transcription [34]. The *S*. *cerevisiae* orthologue of *trm112* regulates methylation of tRNAs, rRNAs, and translation factors, and is required for synthesis of both 40S and 60S ribosomal subunits [35]. As ribosome biogenesis is dominant in rapidly growing yeast cells and involves both nuclear import of ribosomal proteins and export of ribosomal subunits, it is possible that perturbing the biogenesis process, for example by *crf1* or *trm112* deletion, could lead to the accumulation of dysfunctional ribosomes or their constituents in the nucleus thus influencing nuclear size. Therefore, the remaining candidates from our screen all encode proteins that might have roles in regulating overall RNA and protein levels, and so impact the RNA and protein content of the nucleus.

Nucleocytoplasmic transport has also been implicated in nuclear size control in metazoa. The study of nuclear assembly in *Xenopus* egg extracts discussed in the Introduction, and subsequent studies in *Xenopus* egg extracts and mammalian cells have implicated the transport factors Impα2 and Ntf2 and the import of lamins in determination of nuclear size [9,10,36]. Our data indicates that there are roles for other components involved in nucleocytoplasmic transport and also for nuclear envelope growth in nuclear size homeostasis. Our *in vivo* study of fission yeast cells in steady state growth has revealed a role for nucleocytoplasmic transport of mRNAs and proteins in interphase nuclear size control, which is dependent on continued RNA and protein synthesis.

Our work has shown that both the accumulation of nuclear content and membrane synthesis, as well as the linkage between these two processes, must be considered when proposing potential models of nuclear size control. Outlined below are two examples of the types of mechanisms for maintenance of the N/C ratio that take account of these considerations. In one, overall cytoplasmic content determines how much protein and RNA is imported into the nucleus, and as a cell grows the resulting increase in nuclear content stimulates new membrane growth, enlarging the nucleus in balance with the cytoplasm. Nuclear content could promote nuclear envelope expansion in one of two ways: increased bulk RNA and protein import could put pressure on the nuclear membrane altering its tension and inducing its expansion [37], or the increased bulk RNA and protein import could lead to increased import of one or a group of specific RNAs and proteins that bring about nuclear envelope expansion. In a second model we suggest that overall cytoplasmic content determines the growth rate of the nuclear membrane, perhaps operating through global cellular membrane growth being controlled by cell size, with a certain proportion of total cellular membrane being delivered to the nucleus. The increased nuclear surface area would result in the incorporation of more nuclear pore complexes, resulting in increased import of protein and RNA, increasing nuclear size in balance with the cytoplasm. Both mechanisms implicate nucleocytoplasmic transport and nuclear membrane growth in interphase nuclear size control, and so are compatible with the data presented here and by others elsewhere. However, in the first model it is the accumulation of nuclear content that is the initial driver of nuclear growth, whilst in the second it is growth of the nuclear membrane. Obviously these are only examples of possible mechanisms.

We conclude that appropriately regulated nucleocytoplasmic transport and nuclear membrane growth are central to nuclear size control. This may be relevant to disease states given that abnormal nuclear size and shape phenotypes are observed in many diseases [38,39] but the role of nuclear size in the pathology of these diseases remains unclear. The genetic identification of processes involved in nuclear size control in fission yeast provides a tractable system in which to investigate this control, and contributes to our understanding of how membrane-bound organelles regulate their overall growth and size.

## Materials and methods

### Yeast general methods

Strains used are listed in S6 Table. Gene tagging was performed by PCR and homologous recombination [40]. *S*. *pombe* media and methods as described previously [41]. For mass spectrometry, cells were grown in SILAC media; heavy labelled samples were grown for >8 generations in media supplemented with heavy arginine (L-Arginine:HCL (U13C6, 99%)) and heavy lysine (L-Lysine:2HCl (U13C6, 99%)) (Cambridge Isotope Laboratories Inc.). All other strains were grown in YE4S. SILAC media used was EMM (6 mM ammonium chloride) supplemented with 0.25 mg/ml leucine, 0.15 mg/ml uridine, 0.04 mg/ml arginine and 0.03 mg/ml lysine [42]. YE4S used was Yeast extract (Difco) supplemented with adenine, leucine, uracil and histidine at 225 mg/l.

### Screen for N/C ratio mutants

The 3-stage screen was carried out as described above. Firstly, deletion mutants were incubated at 25°C for 12 to 20h in 300 μl of YE4S in 96-well plates then inoculated onto YE4S agar plates containing DiOC_6_ at 10 μg/ml (Life technologies) using a pin tool (V & P Scientific, Inc) and incubated at 25°C for 12 to 20h. The N/C ratio of each mutant strain was estimated by comparison with the wild type strain growing in the same plate using a Zeiss Axioskop 40 microscope. 102 of the 2,969 deletion mutants failed to grow on plates so were excluded from the screen. 366 mutant strains were selected for a secondary visual screen in liquid medium. Cells were collected from individual exponentially growing cultures of the 366 candidate mutants, stained with DiOC_6_ and visually screened to estimate the N/C ratio. The 97 strains selected for the tertiary screen were tagged with the nuclear envelope marker protein Cut11-GFP and the nuclear and cellular volumes measured to assess the N/C ratio [5]. Images were analysed using ImageJ (NIH) as previously described [5]. Nuclear volume of shape mutants was calculated using ImageJ.

### Statistical analysis

Unpaired Student’s *t* tests were used in Figs 1B and 1D, 2A and 2C, 4A and 4C to test statistical significance in pairwise comparisons.

### Microscopy and image analysis

For visual screening, mutant cells were observed using a Zeiss Axioskop 40 microscope equipped with a 63x/1.4 NA objective and an AxioCam MRm camera. For protein and poly(A)+RNA localisation and N/C ratio measurement, cells were imaged using a DeltaVision Elite microscope (Applied Precision) comprised of an Olympus IX71 wide-field inverted fluorescence microscope, an Olympus Plan APO 60x oil, 1.42 NA objective, and a Photometrics CoolSNAP HQ2 camera (Roper Scientific). Images were captured in 0.3 or 0.4 μm z-sections over 5 μm and deconvolved using SoftWorx (Applied Precision). Projections of Cut11-GFP images were combined with bright field images. FITC intensity was measured using ImageJ (NIH).

### FITC staining

5 ml of exponentially growing cells were fixed with 70% ethanol at 4°C for at least 30 mins, washed with phosphate buffered saline (PBS) then resuspended in PBS containing 1 μg/ml fluorescein isothiocyanate (FITC) (invitrogen). 4,6-diamidino-2phenylindole (DAPI) was used to stain DNA.

### *In situ* hybridisation

The *in situ* hybridisation method used was described previously [43]. Oligo (dT)_50_ 3’-end labeled with cy3 was used as the hybridisation probe. DAPI was used to stain DNA.

### Microarrays

RNA was isolated by acid-phenol extraction and purified using RNeasy (Qiagen). Biotinylated cRNA was hybridised onto GeneChip Yeast Genome 2.0 arrays (Affymetrix) which were scanned with a GeneChip Scanner 3000 and analysed with GCOS v1.4 (Affymetrix) using default analysis settings and global scaling normalisation [44]. NCBI GEO accession number: GSE81666.

### Mass spectrometry

Exponentially growing cells were incubated at 36°C or 25°C (as indicated) for 1 hour. Wild type (heavy labeled (H)) and *rae1-167* (light labeled (L)) were mixed 1:1 by optical density (inverse labels also mixed). Whole cell and nuclear enriched protein samples were extracted.

For in-gel digestion each SILAC sample was loaded onto a NuPAGE Bis-Tris Protein Gel, 1.0 mm, 10-well (Thermo Fisher), and allowed to migrate through the gel before being stained with coomassie blue. Polyacrylamide gel slices were prepared for mass spectrometric analysis using the Janus liquid handling system (Perkin-Elmer). Each lane was excised into eight equally sized protein gel pieces, destained with 50% acetonitrile + 50 mM ammonium bicarbonate, reduced with 10 mM DTT, and alkylated with 55 mM iodoacetamide. After alkylation, the proteins were digested with 6 ng/μl trypsin overnight at 37°C. The resulting peptides were extracted in 2% formic acid/1% acetonitrile.

Samples were analysed by LC-MS/MS. An LTQ-Orbitrap Velos coupled to an UltiMate 3000 HPLC system for on-line liquid chromatographic separation was used for data acquisition. The extracted peptides were separated over a 70 min gradient elution (75 μm × 50 cm C_18_ column) with collision-induced dissociation (CID) selected as the activation method.

MaxQuant 1.3.0.5 was used for data processing and quantification. Default MaxQuant parameters were used with the following adjustments: Lys6 and Arg6 were the heavy labels, ‘Filter labelled amino acids’ was deselected, re-quantify was selected with the instruction to keep low-scoring versions of identified peptides within parameter groups and match between runs was selected. Data was searched against a UniProt extracted *S*. *pombe* FASTA file amended to include common contaminants. Normalised H/L ratios were used for analysis in Perseus 1.4.0.2. Average log_2_ *rae1-167*/WT ratios were calculated, data was annotated with ORFeome localisation data [19] and Gene Ontology terms (default Perseus GO annotation lists), and 2D enrichment analysis was carried out [21] (Benjamini-Hochberg FDR truncation threshold: 0.02). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [45] partner repository with the dataset identifier PXD004530.

### Protein extraction for mass spectrometry

Whole cell samples were produced by quenching cells by adding ice cold 100% (w/v) trichloroacetic acid to a final concentration of 10%. Cells were incubated on ice for at least 20 minutes, washed in ice-cold acetone and stored at -80°C. Pellets were washed and resuspended in lysis buffer (8 M urea, 50 mM ammonium bicarbonate, 5 mM EDTA and cOmplete Mini EDTA-free protease inhibitor cocktail (Roche)). 0.4 mm diameter acid washed glass beads (Sigma) were added and samples beaten to break cells (FastPrep120). Cell debris was pelleted and supernatant protein extracts stored at -80°C.

Nuclear enriched samples were produced using a protocol based on [46] and Experiment 18 [47]. Cells were harvested from 1 L cultures by centrifugation, washed in S buffer (1.4 M sorbitol, 40 mM HEPES and 0.5 mM MgCl_2_ at pH 6.5), resuspended in S buffer + 10 mM β-mercaptoethanol + 1 mM phenylmethanesulfonyl fluoride (PMSF) and incubated at 32°C for 10 minutes. Cells were harvested by centrifugation and the pellet was resuspended in S buffer + 1 mM PMSF containing 20 mg/gram cell pellet Zymolyase 100T (Amsbio) and incubated at 32°C until cell wall digestion was complete (confirmed by SDS lysis). Remaining steps were performed on ice. Cells were pelleted and washed four times in S buffer then resuspended in 20 ml F buffer (18% Ficoll 400 (w/v), 20 mM PIPES and 0.5 mM MgCl_2_) + 1 mM PMSF and lysed using a dounce homogeniser. The lysate was layered on 20 ml GF buffer (7% Ficoll (w/v), 20% glycerol, 20 mM PIPES and 0.5 mM MgCl_2_) and centrifuged at 20,000 g for 30 minutes. The pellet was resuspended in 20 ml F buffer and centrifuged at 3,000 g for 15 minutes. The supernatant was centrifuged at 20,000 g for 25 minutes. Nuclear enriched pellets were resuspended in 250 μl 2X Laemmli buffer (100 mM TRIS (pH 6.8), 4% SDS, 20% glycerol and 0.2 M dithiothreitol), heated to 99°C for 10 minutes and centrifuged. Supernatants were harvested and stored at -80°C.

Nuclear enrichment by this protocol was confirmed by preparation of whole cell and nuclear enriched samples of both wild type and *rae1-167* cells grown at 36°C (heavy and light labelled). Heavy labelled nuclear enriched sample was mixed 1:1 by protein concentration (DC Protein Assay (Bio-Rad)) with light labelled whole cell extract for each strain (inverse label mixes also produced and analysed). Samples were analysed by SILAC mass spectrometry as described. Average log_2_ nuclear enriched/whole cell ratios were calculated, data was annotated with ORFeome localisation data [19] and 2D enrichment analysis was carried out [21]. Benjamini-Hochberg FDR was used for truncation, threshold value 0.02.

## Supporting information

S1 Fig Poly(A)+RNA and poly(A)+RNA binding protein PABP-GFP localisation in *rae1-167* mutant cells. (a) Poly(A)+RNA (*in situ* hybridisation) and DNA (DAPI staining) distribution in *rae1-167* cells grown at 25°C or 36°C for 15 or 30 mins. Scale bar: 5 μm. (b) Wild type cells expressing PABP-GFP grown at 25°C or 36°C for 120 mins. (c) *Rae1-167* cells expressing PABP-GFP grown at 25°C or 36°C for 30, 60, 120, or 210 mins. Scale bars: 5 μm. (d) Frequencies of PABP-GFP distributions in *rae1-167* cells (n = 100).
(TIF)

S2 Fig GO annotated 2D enrichment analysis of nucleus enriched samples in Fig 3C. (a) Data annotated with GO biological process slim terms. (b) Data annotated with GO molecular function terms. (c) Data annotated with GO cellular component terms.
(TIF)

S1 Table Nuclear size mutants identified in genome wide screen in fission yeast.

S2 Table N/C ratio of indicated strains.

S3 Table Nucleus-localised proteins are enriched and cytosol-localised proteins depleted in nuclear enriched samples.

S4 Table Proteins enriched in *rae1-167* nuclear enriched samples relative to wild type (≥1.25 fold) at 36°C and not at 25°C.

S5 Table mRNA transcript level ratios of genes with higher mRNA transcript level (≥ 2 fold) in *rae1-167* cells at 36°C than at 25°C.

S6 Table Strains used in this study.

# Supplementary material for: A systematic genomic screen implicates nucleocytoplasmic transport and membrane growth in nuclear size control
**Source:** PLoS Genet. 2017 May 18;13(5):e1006767. doi: 10.1371/journal.pgen.1006767
**Supplement:** S1 Table

|  | 25°C | | | *cdc25-22* background (36°C) | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene  deleted | N/C ratio^a^ | Nuclear  volume^b^  (µm^3^) | Cell  volume^b^  (µm^3^) | N/C ratio^a^ | Nuclear volume^b^  (µm^3^) | Cell volume^b^  (µm^3^) | Protein function^c^ |
| *trm112* | 0.120 ± 0.02 | 15.2 ± 2.1 | 129.3 ± 23.4 | 0.093 ± 0.01 | 36.3 ± 9.1 | 363.9 ± 118.5 | tRNA methyltransferase |
| *dss1* | 0.109 ± 0.02 | 13.9 ± 2.9 | 134.0 ± 44.3 | 0.109 ± 0.02 | 40.8 ± 10.4 | 466.2 ± 160.9 | mRNA export |
| *caf1* | 0.109 ± 0.02 | 13.1 ± 4.4 | 122.7 ± 26.7 | 0.106 ± 0.02 | 43.3 ± 10.2 | 417.1 ± 111.7 | mRNA decay |
| *mlo3* | 0.102 ± 0.02 | 13.3 ± 3.4 | 130.6 ± 32.0 | 0.095 ± 0.01 | 40.3 ± 9.7 | 441.0 ± 143.3 | mRNA export |
| *crf1* | 0.099 ± 0.02 | 13.4 ± 2.7 | 134.9 ± 31.4 | 0.094 ± 0.01 | 36.7 ± 6.6 | 396.2 ± 84.5 | Transcriptional regulation |
| *ypa2* | 0.098 ± 0.02 | 9.5 ± 2.1 | 98.0 ± 22.7 | 0.085 ± 0.02 | 30.6 ± 5.9 | 370.1 ± 93.8 | Signal transduction |
| *dcd1* | 0.098 ± 0.02 | 13.7 ± 3.2 | 142.9 ± 38.1 | 0.081 ± 0.01 | 34.1 ± 6.2 | 434.2 ± 106.4 | DNA replication |
| *yox1* | 0.098 ± 0.02 | 14.1 ± 2.1 | 146.2 ± 27.4 | N.E. ^d^ | N.E. ^d^ | N.E. ^d^ | Transcriptional regulation |
| *cut8* | 0.096 ± 0.01 | 12.1 ± 2.1 | 128.0 ± 29.4 | 0.098 ± 0.01 | 51.0 ± 11.9 | 534.1 ± 174.6 | Proteolysis |
| *spo7* | 0.094 ± 0.02 | 14.0 ± 2.5 | 151.9 ± 31.0 | 0.091 ± 0.02 | 43.8 ± 7.8 | 494.9 ± 94.7 | Lipid metabolism |
| *nem1* | 0.095 ± 0.02 | 12.5 ± 3.2 | 132.5 ± 32.4 | 0.090 ± 0.02 | 42.8 ± 11.8 | 478.8 ± 91.7 | Lipid metabolism |
| *pvg5* | 0.095 ± 0.01 | 12.5 ± 1.9 | 136.2 ± 36.4 | 0.073 ± 0.01 | 33.6 ± 7.1 | 466.0 ± 103.4 | Cell wall biogenesis |
| *exo70* | 0.094 ± 0.01 | 16.7 ± 3.6 | 181.1 ± 46.5 | 0.075 ± 0.02 | 37.9 ± 11.6 | 531.6 ± 200.4 | Exocytosis |
| *upf3* | 0.094 ± 0.02 | 13.3 ± 2.3 | 149.1 ± 41.5 | 0.072 ± 0.01 | 36.9 ± 8.9 | 520.3 ± 130.7 | mRNA catabolic process |
| WT | 0.081 ± 0.01 | 11.3 ± 2.0 | 141.6 ± 31.1 | 0.075 ± 0.01 | 34.7 ± 6.0 | 468.9 ± 105.2 |  |

**S1 Table. Nuclear size mutants identified in genome wide screen in fission yeast**

^a, b^ Average value ± standard deviation (SD), n ≥ 30.

^c^ Description of protein function obtained from PomBase (http://www.pombase.org).

^d^ Not examined, synthetic lethal.

# Supplementary material for: A systematic genomic screen implicates nucleocytoplasmic transport and membrane growth in nuclear size control
**Source:** PLoS Genet. 2017 May 18;13(5):e1006767. doi: 10.1371/journal.pgen.1006767
**Supplement:** S2 Table

**S2 Table. N/C ratio of indicated strains**

| Strain | N/C ratio^a^ | Nuclear  volume^b^  (µm^3^) | Cell  volume^b^  (µm^3^) |
| --- | --- | --- | --- |
| WT (25°C) | 0.083 ± 0.008 | 10.0 ± 1.8 | 120.8 ± 23.7 |
| WT (36°C) | 0.084 ± 0.008 | 12.3 ± 2.0 | 146.9 ± 26.3 |
| WT + thiolutin (36°C) | 0.082 ± 0.015 | 12.4 ± 2.9 | 140.3 ± 35.8 |
| WT + CYH (36°C) | 0.128 ± 0.011 | 10.9 ± 2.1 | 123.8 ± 23.1 |
| *rae1-167* (25°C) | 0.080 ± 0.006 | 12.8 ± 2.9 | 159.8 ± 36.0 |
| *rae1-167* (36°C) | 0.128 ± 0.011 | 23.8 ± 4.0 | 187.1 ± 33.2 |
| *rae1-167* + thiolutin (36°C) | 0.080 ± 0.012 | 11.4 ± 1.8 | 144.9 ± 27.4 |
| *rae1-167* + CYH (36°C) | 0.092 ± 0.012 | 14.3 ± 2.8 | 142.5 ± 31.6 |
| *rae1-167pabpΔ* (36°C) | 0.126 ± 0.012 | 25.0 ± 4.9 | 199.7 ± 44.0 |
| *rae1-167atf1Δ* (36°C) | 0.122 ± 0.017 | 18.6 ± 6.5 | 155.8 ± 23.7 |
| *rae1-167mei4Δ* (36°C) | 0.126 ± 0.016 | 20.1 ± 2.8 | 162.8 ± 34.5 |
| WT (25°C) | 0.082 ± 0.009 | 10.0 ± 2.0 | 123.1 ± 28.7 |
| WT (36°C) | 0.084 ± 0.010 | 10.8 ± 1.3 | 130.1 ± 20.8 |
| *nem1Δ* (25°C) | 0.095 ± 0.019 | 12.4 ± 3.2 | 132.5 ± 32.4 |
| *nem1Δ* (36°C) | 0.101 ± 0.017 | 16.7 ± 3.3 | 166.3 ± 35.5 |
| *cut6-621* (25°C) | 0.081 ± 0.014 | 9.8 ± 2.4 | 123.0 ± 35.5 |
| *cut6-621* (36°C) | 0.085 ± 0.015 | 9.1 ± 2.3 | 108.1 ± 23.5 |
| *nem1Δcut6-621* (25°C) | 0.081 ± 0.011 | 9.9 ± 1.7 | 123.1 ± 20.1 |
| *nem1Δcut6-621* (36°C) | 0.082 ± 0.014 | 10.2 ± 2.1 | 127.0 ± 28.9 |
| *rae1-167* (25°C) | 0.080 ± 0.010 | 11.3 ± 2.7 | 140.5 ± 29.0 |
| *rae1-167* (36°C) | 0.123 ± 0.016 | 23.7 ± 5.7 | 192.6 ± 43.0 |
| *rae1-167cut6-621* (25°C) | 0.075 ± 0.011 | 10.3 ± 1.7 | 139.7 ± 30.0 |
| *rae1-167cut6-621* (36°C) | 0.098 ± 0.018 | 14.6 ± 4.1 | 150.3 ± 40.0 |
| *rae1-167nem1Δ* (25°C) | 0.098 ± 0.023 | 13.0 ± 3.6 | 133.4 ± 25.4 |
| *rae1-167nem1Δ* (36°C) | 0.136 ± 0.017 | 27.2 ± 5.7 | 200.5 ± 43.4 |

^a, b^ Average value ± standard deviation (SD), n ≥ 30.

# Supplementary material for: A systematic genomic screen implicates nucleocytoplasmic transport and membrane growth in nuclear size control
**Source:** PLoS Genet. 2017 May 18;13(5):e1006767. doi: 10.1371/journal.pgen.1006767
**Supplement:** S3 Table

**S3 Table. Nucleus-localised proteins are enriched and cytosol-localised proteins depleted in nuclear enriched samples**

| Strain | 2D enrichment analysis of average log_2_ nuclear enriched/whole cell ratios^a^ | | |
| --- | --- | --- | --- |
|  | Annotation category^b^ | 2D enrichment score | P value |
| WT (36°C) | Nucleus-localised | 0.12 | 0.017 |
|  | Cytosol-localised | - 0.11 | 0.005 |
| *rae1-167* (36°C) | Nucleus-localised | 0.18 | 0.006 |
|  | Cytosol-localised | - 0.12 | 0.00002 |

^a^2D enrichment analysis [21] of average log_2_ nuclear enriched/whole cell ratios from SILAC comparison of nuclear enriched sample to whole cell sample to confirm nuclear enrichment by nuclear enrichment protocol (see supplemental experimental procedures)

^b^Nucleus-localised and cytosol-localised categories from *S. pombe* ORFeome localisation data [19]

# Supplementary material for: A systematic genomic screen implicates nucleocytoplasmic transport and membrane growth in nuclear size control
**Source:** PLoS Genet. 2017 May 18;13(5):e1006767. doi: 10.1371/journal.pgen.1006767
**Supplement:** S6 Table

**S6 Table. Strains used in this study**

| PN5160 | *h^?^ crf1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| --- | --- |
| UKK26-4C | *h^?^ dcd1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK34-2D | *h^?^ pvg5∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK39-6D | *h^?^ cut8∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK55-5A | *h^?^ trm112∆::kan^r^ cut11^+^:GFP:ura4^+^ leu1 ura4-D18 ade6* |
| UKK431-1B | *h^?^ dss1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18* |
| UKK388-3C | *h^+^ caf1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK123-1B | *h^?^ spo7∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK342-1A | *h^-^ nem1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK1045-4C | *h^+^ cdc25-22 cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK255-1D | *h^?^ cdc25-22 upf3∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK330-1B | *h^?^ cdc25-22 exo70∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18* |
| UKK245-1B | *h^?^ cdc25-22 pvg5∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK286-1C | *h^?^ cdc25-22 dcd1∆::kan^r^ cut11^+^:GFP:ura4^+?^ ura4-D18 leu1-32 ade6* |
| UKK324-1C | *h^?^ cdc25-22 ypa2∆::kanr cut11^+^:GFP:ura4^+^ ura4-D18 ade6* |
| UKK1511-1D | *h^?^ cdc25-22 nem1∆::kanr ade6? cut11:GFP:ura4+ ura4-D18 leu1-32* |
| UKK1512-1B | *h^?^ cdc25-22 spo7∆::kan^r^ cut11:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK1513-5B | *h^?^ cdc25-22 dss1∆::kan^r^ ade6 cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK1507-1C | *h^?^ cdc25-22 mlo3∆::kan^r^ ade6 cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK325-1A | *h^?^ cdc25-22 crf1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 ade6* |
| UKK244-5C | *h^?^ cdc25-22 trm112∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK258-2A | *h^?^ cdc25-22 caf1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK268-2C | *h^?^ cdc25-2 cut∆8::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| PN1 | *h^-^* |
| PN10465 | *h^?^ rae1-167 ura4-D18 leu1-32 ade6* |
| PN5466 | *h^+^ car2∆::hph^r^ arg1-230 lys3-37 ura4-D18* |
| PN5467 | *h^?^ rae1-167 car2∆::hph^r^ arg1-230 lys3-37 ura4-D18* |
| UKK412 | *h^-^ rae1-167 cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK707-1A | *h^?^ rae1-167 pabp∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK636-1A | *h^?^ rae1-167 atf1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 ade6* |
| UKK729-1B | *h^?^ rae1-167 mei4∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |
| UKK474-1C | *h^+^ cut6-621 cut11^+^:GFP:ura4^+^ ura4-D18 ade6* |
| UKK473-1C | *h^?^ cut6-621 nem1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 ade6* |
| UKK689-1A | *h^?^ rae1-167 cut6-621 cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32* |
| UKK449-1A | *h^?^ rae1-167 nem1∆::kan^r^ cut11^+^:GFP:ura4^+^ ura4-D18 leu1-32 ade6* |

How the deposited data were processed for this re-analysis (not part of the article)

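Total RNA of *rae1-167* cells from 3 independent experiments at 25°C and 3 at 36°C (1 h) was measured on 6 GeneChip Yeast Genome 2.0 arrays. The authors computed the deposited signal intensities with GCOS v1.4 using default analysis settings and global scaling, and the scaling target and any mask are not given in the sources used here. The deposited intensities are linear, hold 1 value per probe set and array, carry no detection calls, and include 4 values of 0. The mean of all probe sets of an array without the highest and lowest 2% was 1246, 1434 and 1527 at 25°C and 968, 1098 and 1184 at 36°C, so the values share no common mean over all probe sets. Log2 signals of the features above background correlated at 0.987 to 0.997 between arrays at 25°C, at 0.972 to 0.997 between arrays at 36°C and at 0.771 to 0.801 across temperatures. Probe sets were given genes from the platform's annotation table, in which 5518 probe sets carry 1 gene symbol and 20 several. For 14 genes with several probe sets the log2 signals were averaged, and in 2 of them, *ubi3* and *wtf20*, the probe sets changed in opposite directions. The unnamed probe sets were left out of the main test, so genes known only by a systematic name are mostly not reported.

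The 90th percentile of the *S. cerevisiae* probe sets of each array served as background. A group of arrays wholly below it was called not above background, and its fold was given only as a bound against that percentile. For 5 features both temperatures were below background. From the description of S5 Table as an average of independent experiments, the mean of the 3 ratios of 36°C to 25°C within replicate number was chosen as its measure, counted at 2 or more with no test and no filter. The ratio of mean signals was an alternative, and the ratios of S5 Table follow it, times 1 factor, more closely. Temperatures were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no block), with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and, for the 2-fold counts, a log2 fold change of at least 1. Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation beside it and with fry, and p-values were adjusted over all lists. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. When tested on simulated data with 2919 features of which 200 were changed, the limma test recovered 19.4% of genes changed 1.5-fold, 70.1% of those changed 2-fold and 92.4% of those changed 4-fold, with 4 false calls among 125. The simulated errors were independent between arrays, and far fewer features were changed than the 1868 that passed the test in the data. These rates thus may not hold for the data. The number of arrays limits the precision.

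The gene lists cover the environmental stress response, heat shock chaperones, early meiotic genes, middle and late meiotic genes, mating, ribosomal proteins, ribosome biogenesis, RNA polymerases I and III, mRNA export, nuclear pores and transport, lipid synthesis, the proteasome, splicing, histones, G1/S transcripts, and mitosis and cell separation. They were fixed from general knowledge before the data were examined and are not the paper's own stress and meiotic groups. *pgm2* was placed on the stress list after S4 Table had been read. The symbol matching gave 5 members of other function (*pab1*, *thp1*, *ssp1*, *lsd1* and *swi10*), which were kept and left out in an alternative. Proteins of S4 Table were matched to genes by name. Genes named in the text are the 10 largest increases and the 10 largest decreases that passed the test, moved the same way in every replicate number and were above background on all 3 arrays of the temperature with the higher signal, the genes the paper names (with *pab1*, which it does not name), the 3 most changed members of each list that passed the test, and the 5 genes at the top of S5 Table, whose values in the paper had been seen. Of those 5 genes, only *mei3* and *pcm2* have a named probe set. Genes outside this rule whose changes are given are marked as picked after their values were seen, apart from the control genes.

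Deviations from the temperature means correlated at 0.51, 0.39 and 0.40 between the 25°C and 36°C arrays of replicates 1, 2 and 3. All of these lie over 0.1 and the paper gives 3 independent experiments, so the numbers were taken to pair the arrays. A fit with the replicate number as a block was run beside the main one, which has no block. Replicate 2 at 25°C correlated more, at 0.44, with replicate 3 at 36°C, and replicate 1 carries labels of a series of its own. The correlations thus do not show how replicates 2 and 3 pair. Alternatives fixed before the data were examined were quantile normalization, centring on the median, 32 added to each signal, dim genes left out, probe sets of lower specificity left out, other forms of the ratio, eBayes with trend and robust settings, blocks for replicate and label series, the other label series alone, and each array left out in turn. Scaling to 1 trimmed mean, scaling to the spike-in controls, the inclusion of unnamed probe sets, the removal of bright genes, the block together with centring, and scaling to S5 Table were chosen after the data were seen. The N/C ratio and mass spectrometry experiments were not analysed here.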

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

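All tests of explanations in this part were chosen after the results were seen. The paper lists the increased mRNAs and does not report decreased ones, and a signal appears there too: 1163 features were at least 2-fold lower at 36°C at an adjusted p under 0.05 from limma, against 212 at least 2-fold higher. These counts depend on the scaling: 648 features were lower and 530 higher after each array was centred on its median, 565 and 503 after quantile normalization, and 703 and 439 on the scale of S5 Table. Of all 10 splits of the 6 arrays into 3 and 3, only the real one (1 split) gave as many calls, with 1868 in the real split and at most 0 in the others. Splits this few cannot give a share under 0.05. The other splits mix both temperatures on each side, which adds the temperature difference to the error, and they ignore any pairing, so their lack of calls says little. The paper does not report a decrease in the mRNAs of ribosome biogenesis genes, of which 39 of 48 were lower, or of splicing factor genes, of which 50 of 59 were lower.

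The pattern weighed here is that lower calls outnumber higher ones, 1514 against 354, whereas on the scale of S5 Table they are 1000 against 978. A brightness factor applied to whole arrays, spike-ins included, is argued against by the BioB spike-in controls. These differed by 0.0558 (log2, pooled SD 0.0566) while the median feature had a log2 fold change of -0.66. The background was, however, also lower at 36°C in each replicate number, at 14.0, 15.2 and 16.7 against 15.8, 18.3 and 21.3 at 25°C. The factor that links S5 Table to these signals, log2 0.63, is close in size to the median shift. Which scaling holds for the cells was not tested. Without genes above a signal of 10000, 81.8% of calls, 1434 of 1754, were lower, so the excess does not rest on the folds of the bright genes themselves. Compression near the top of the scale stays open, because leaving bright genes out cannot show whether their own rises were hidden. Less yeast RNA on the 36°C arrays stays open: after each array was centred on its median 1007 features were lower and 1154 higher, but centring itself fixes that outcome, so technical loss of yeast RNA and a lower mRNA content of the cells cannot be told apart. The 5′ to 3′ signal, a sign of RNA quality, was also lower on every 36°C array for *srb4*, SPCC338.15 and *ura4*, but not for *gpd3*, *act1*, *rip1* and *tfIID*. The temperature shift itself also stays open as a cause of the lower calls, because no wild type arrays were analysed here. S5 Table gives wild type ratios only for genes that rose in the mutant, so it cannot address the falls. For the falls, an effect of the shift thus cannot be told apart from one of the mutation. A biological explanation stays open as an untested hypothesis.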

How the results depend on the processing

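Counts and list tests depend on the scaling; where no cause is given, the cause was not tested. Genes higher at 36°C were 354 from the deposited signals, 883 after quantile normalization, 1154 after median centring, 764 scaled to 1 trimmed mean and 978 scaled to S5 Table, and genes lower were 1514, 990, 1007, 1321 and 1000. Genes at least 2-fold higher were 212, 503, 530, 322 and 439, and genes at least 2-fold lower 1163, 565, 648, 901 and 703. Higher calls were 19.0% of all calls from the deposited signals, 47.1% after quantile normalization, 53.4% after median centring, 36.6% with the trimmed mean and 49.4% scaled to S5 Table. Scaling to 1 trimmed mean or to the spike-in controls, the inclusion of unnamed probe sets, median centring with the block, leaving out bright genes and scaling to S5 Table were chosen after seeing the data. With unnamed probe sets included, 5177 features gave 718 higher, 2591 lower, 460 at least 2-fold higher and 1975 at least 2-fold lower, more features being tested. With the replicate block, which follows the replicate numbers, 466 were higher, 1720 lower, 221 at least 2-fold higher and 1177 at least 2-fold lower, and with median centring with replicate block 1261, 1079, 531 and 649. Leaving out 1 array gave 275 to 455 higher, 1307 to 1551 lower, 177 to 253 at least 2-fold higher and 1059 to 1235 at least 2-fold lower. Genes with a mean ratio of at least 2 were 228, 516 after quantile normalization, 544 after median centring, 454 scaled to S5 Table and 505 with unnamed probe sets, and those shared with S5 Table were 221, 389, 446 and 446.

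Set tests are given as adjusted p from limma. With camera at an estimated correlation, the p was 0.338 for early meiotic genes and 0.806 for stress, chaperone, middle and late meiotic, mating, ribosomal protein, ribosome biogenesis, RNA polymerase I and III, splicing and S4 Table lists, so none of these passed. Middle and late meiotic genes gave 0.207 after quantile normalization, 0.199 after median centring, 0.0609 with the replicate block, 0.0537 with the label series block, 0.0576 in the numbered series alone, 0.134 with the trimmed mean, 0.297 with median centring with replicate block and 0.251 scaled to S5 Table. Mating genes gave 0.152 after median centring, 0.134 with the trimmed mean, 0.239 with median centring with replicate block and 0.274 scaled to S5 Table. RNA polymerase I and III genes gave 0.0605 with the replicate block, 0.0537 with the label series block, 0.0520 scaled to the spike-in controls and 0.130 without bright genes, and 0.0208 to 0.0582 with 1 array left out, the highest without 25°C replicate 1. The replicate block changed no other list's call. Chaperones gave 0.244 without bright genes, where 5 members were left. Ribosomal proteins turned to lower than other genes after quantile normalization (0.836). Without bright genes only 2 of them were left, so the turn to lower there (0.432) says nothing about the list. Histones passed, as higher, with median centring with replicate block (0.0330) and scaled to S5 Table (0.0174). fry, which does not compare a list with other genes, gave no call for chaperones (0.0513) and middle and late meiotic genes (0.263), turned mating (0.230), ribosomal proteins (0.0212), lipid synthesis (0.0214), proteasome (0.00393) and histones (0.00497) to lower, and gave calls, as lower, for mRNA export (0.00393), nuclear pores (0.00906), G1/S (0.00114) and mitosis (0.0183).

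For the 83 named genes, 20 alternatives gave 1651 values, of which 1561 kept direction and call, 38 lost the call, 5 gained one and 30 changed sign with the gene past the test in at least 1 of the 2 settings compared. In another 17 values, of 7 genes, the sign changed with no call in either setting. Direction and call were kept throughout for 61 genes. Of the 30, those under quantile normalization were those of *cnp1* (0.023), *spo7* (0.086), *pvg5* (0.95), *ned1* (1.05) and *pab1* (0.50), and with the trimmed mean that of *pab1* (0.35). Under median centring, with and without the replicate block, they were *crm1* (0.54), *cut6* (0.22), *cut8* (0.34), *leu1* (0.42), *mlo3* (0.62), *ned1* (0.61), *pab1* (0.74), *pht1* (0.22) and *ura4* (0.66), and scaled to S5 Table *cut6* (0.084), *cut8* (0.20), *mlo3* (0.48), *pab1* (0.61), *pht1* (0.0801) and *ura4* (0.52). The 17 were of *crm1*, *leu1*, *mlo3*, *ned1*, *pab1*, *pvg5* and *ura4*. Signals near the background of 14.0 to 21.3 limit the folds of *mug96*, *atf21* and the early meiotic genes to bounds where 25°C lies below it.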

Differences from the paper's values

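The paper's count of mRNAs increased at least 2-fold is 888 (S5 Table), and the count from the deposited signals, by the mean of the 3 ratios, is 228 among named features. A named probe set was found for 446 of the paper's genes. Every alternative run, set before or after the data were examined, gave between 169 and 544 named features. Named features cannot include the rest of the paper's 888 genes, so these counts compare with 446 rather than 888. Scaling to S5 Table, chosen after seeing the values, gave 454 named features, with all 446 among them. Centring on the median gave 544, also with all 446. With the unnamed probe sets above background at 36°C included, the count is 505 against the paper's 888. Of the alternatives set before the data were examined, centring each array on its median gave 1118, which is within 1.5 times the paper's count. The others were not: the ratio of mean signals and the geometric mean ratio each gave 487, all 3 ratios at least 2 gave 369, 32 added to each signal gave 421, dim genes left out gave 480, probe sets of lower specificity left out gave 487, and leaving out replicates 1, 2 and 3 gave 502, 502 and 500. Quantile normalization was run for named features alone and gave 516. Scaling to 1 trimmed mean gave 722 and scaling to S5 Table gave 939, both within 1.5 times the paper's count, but both were chosen after seeing the values. Of the 446 genes of S5 Table with a named probe set, the trimmed mean kept 325, so it drops 121, and scaling to S5 Table kept 446, so it drops 0.

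For *pcm2*, the paper's ratio of 36°C to 25°C in S5 Table is 193.398, and the mean of the 3 ratios from the deposited signals is 129 (SD 27.7, n = 3), while the ratio of mean signals is 125, or 193 on the scale of S5 Table, where the values match. On the deposited scale the ratio of mean signals and the geometric mean ratio (127), both set before the data were examined, also differ from it. For *mei3* the paper's ratio is 317.195, the mean of the 3 ratios is 243 (SD 158), within that spread of the paper's ratio, and the ratio of mean signals is 205, or 317 on the scale of S5 Table, where the values match.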

Other observations

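The tests of explanations in this part were chosen after the results were seen, except that of neighbouring genes, as were the scalings to 1 trimmed mean and to S5 Table. Among genes the paper studies, the *rae1* mRNA itself was lower at 36°C, with a signal of 4498 ± 210 (SD, n = 3) at 25°C and 1554 ± 71.3 at 36°C, a log2 fold change of -1.53 (SE 0.10, adjusted p = 5.7e-05 from limma). Since *rae1-167* is a temperature-sensitive allele rather than a deletion, this level checks no label. Of the measured genes whose deletion raises the N/C ratio (S1 Table), *yox1* (-4.12), *trm112* (-2.67) and *dss1* (-1.47) fell, as did *spo7* (-1.48, but 0.09 after quantile normalization) and *cut8* (-0.42, but 0.34 after centring on the median). The mRNAs of *caf1* (1.34), *exo70* (1.06), *nem1* (0.99) and *upf3* (0.50) rose, and *mlo3* (-0.15, adjusted p = 0.26 from limma, and 0.62 after centring) and *pvg5* (-0.54, but 0.95 after quantile normalization) did not pass the test. Of other genes in the paper, *cut11* (-2.89), *pabp* (-1.44) and *ade6* (-0.95) fell, as did *cut6* (-0.54, but 0.22 after centring), while *cdc25* (1.03) rose. Not past the test, but higher after centring, were *leu1* (-0.35, 0.42 after centring), *crm1* (-0.22, 0.54), *ned1* (-0.15, 0.61) and *ura4* (-0.10, 0.66), and so was *pab1* (-0.02, 0.74), which the paper does not name.

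Several of these calls depend on the scaling or on 1 array, with adjusted p from limma given here. The call of *dss1* was lost after quantile normalization (0.084), that of *ade6* after centring (0.23) and on the scale of S5 Table (0.21), and that of *pabp* on the scale of S5 Table (0.099) and without 25°C replicate 3 (0.056). Leaving out any 1 array except 36°C replicate 1 ended the calls of *cdc25* (0.060 to 0.11) and *exo70* (0.052 to 0.13). The call of *nem1* ended without 25°C replicate 1 or 3 or 36°C replicate 2 or 3 (0.057 to 0.095), and that of *upf3* without 25°C replicate 2 (0.077). For *cut6* it ended without 25°C replicate 2 or 3 or 36°C replicate 1 or 2 (0.052 to 0.13), after quantile normalization (0.10) and with the trimmed mean (0.26). For *cut8* it ended without 25°C replicate 2 or 3 or 36°C replicate 2 (0.051 to 0.059), after quantile normalization (0.84) and with the trimmed mean (0.76). Calls as lower were gained by *leu1* with the label series block (0.028) and by *pvg5* with the replicate block (0.024), the label series block (0.015), in the numbered series alone (0.0017) and without 25°C replicate 1 (0.049).

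Of 20 genes of the G1/S transition, 12 fell, 0 rose and 8 did not pass limma's test, as they did adjusted over the list alone (2 higher at an unadjusted p under 0.05). The cohesin gene *psm3* (-3.82) and the checkpoint gene *mrc1* (-3.63) fell along with *yox1*. After each array was centred on its median 10 of these genes were lower and 6 higher, and with the replicate block 16 were lower and 2 higher. Of 25 genes of mitosis and cell separation, 13 fell, 4 rose and 8 did not pass the test, in both adjustments, and 10 were lower and 10 higher after centring. They included the chromosomal passenger gene *bir1* (-3.74), the kinesin gene *cut7* (-3.24) and *mob1* (-2.85), and those that rose, picked after their values were seen, were *dma1* (1.61), *sep1* (1.40), *mbx1* (1.18) and *ark1* (0.83). Medians were -1.14 and -0.90, and limma's camera set neither group apart from other genes (adjusted p = 0.12 and adjusted p = 0.94). The *ura4* signal was at least 10667 on every array, although S6 Table of the paper lists *rae1-167* strains without GFP with *ura4-D18*, a deletion of that gene. Which strain was used for the arrays was not tested.

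The second pattern weighed is the increase of early meiotic genes at 36°C. Sporulating cells as the whole cause are argued against, because the median of the middle and late meiotic list lay 2.73 below that of the early list. The SD of its members was 1.96, which is their spread and not an error of that difference. Of these members 12 fell but 9 rose, *isp3* (4.57), *rsv2* (3.56) and *atf21* (at least 16.9-fold) among them. Sporulating cells as part of the cause thus stay open. The temperature shift itself as the whole cause is argued against, for 19 members of the early list, by the paper's wild type ratios of 36°C to 25°C in S5 Table. Their median is 1.04, although the highest of them, for *ssm4*, picked after its value was seen, is 6.62. The ratio of these 19 members in *rae1-167* has a median of 8.04, but S5 Table holds only genes with such a ratio of at least 2, which raises it. The other members have no wild type ratio there, so for them the shift stays open. Signals at background as the whole cause are argued against by the 19 members above background on all 25°C arrays, of which 10 rose and 3 fell (one-sided Fisher's exact p = 2.0e-05 against the other features, limma's camera p = 6.6e-08, and p = 0.042 with an estimated correlation, although genes are not independent). These members can still be dim, as *mek1* (35.0) and *mei4* (58.4) were at 25°C, where the median *S. pombe* signal was at least 1934. Dimness short of background thus stays open for them. For the list as a whole dim signals stay open, because with 32 added to each signal, which shrinks the folds of dim genes by construction, the median log2 fold change was 0.997 and did not stay above 1, the bound set for excluding them (adjusted p = 2.0e-11 from limma's camera, and 3.4e-11 with dim genes left out). An effect of the *rae1-167* mutation on these mRNAs may thus contribute, as a hypothesis that these arrays cannot settle.

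The third pattern weighed is that the ratios in S5 Table lie above those of the deposited signals. A candidate explanation is 1 scaling factor between the temperatures: 99.3% of the genes of S5 Table with a named probe set, 443 of 446, lay within 1% of 1.54 times the ratio of mean deposited signals. The exceptions, *mfm3* (1.69), *wtf13* (2.01) and *mfm1* (1.32), of which the last 2 were picked after their values were seen, have several probe sets each. A ratio of 2 in S5 Table thus corresponds to 1.30 in the deposited signals, and the step that made the factor was not tested. Across these genes, which are not independent replicates, the mean of the 3 ratios correlated with that of S5 Table at a Pearson r of 0.989 (log2) and a Spearman rho of 0.995, and the ratio of mean signals at a Pearson r of 0.9998.

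That neighbouring genes rise together was proposed as a hypothesis before its result was seen. Of 1698 pairs of neighbouring measured genes, 11 had both genes at least 2-fold higher, against a mean of 8.36 and a 95th percentile of 13 in 10000 random placements of 204 rising genes among 2892 (one-sided permutation p = 0.213). The test gave no sign of clustering beyond chance.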
